# UBQLN1 links proteostasis and mitochondria function to telomere maintenance in human embryonic stem cells

**DOI:** 10.1186/s13287-024-03789-y

**Published:** 2024-06-21

**Authors:** Shuang Zhao, Jie Li, Songqi Duan, Chang Liu, Hua Wang, Jiangtao Lu, Nannan Zhao, Xiaoyan Sheng, Yiwei wu, Yanjun Li, Baofa Sun, Lin Liu

**Keywords:** UBQLN1, Telomere, Mitochondria, Ubiquitin-proteasome, Proteostasis, hESC differentiation

## Abstract

**Background:**

Telomeres consist of repetitive DNA sequences at the chromosome ends to protect chromosomal stability, and primarily maintained by telomerase or occasionally by alternative telomere lengthening of telomeres (ALT) through recombination-based mechanisms. Additional mechanisms that may regulate telomere maintenance remain to be explored. Simultaneous measurement of telomere length and transcriptome in the same human embryonic stem cell (hESC) revealed that mRNA expression levels of *UBQLN1* exhibit linear relationship with telomere length.

**Methods:**

In this study, we first generated *UBQLN1*-deficient hESCs and compared with the wild-type (WT) hESCs the telomere length and molecular change at RNA and protein level by RNA-seq and proteomics. Then we identified the potential interacting proteins with UBQLN1 using immunoprecipitation-mass spectrometry (IP-MS). Furthermore, the potential mechanisms underlying the shortened telomeres in *UBQLN1*-deficient hESCs were analyzed.

**Results:**

We show that Ubiquilin1 (UBQLN1) is critical for telomere maintenance in human embryonic stem cells (hESCs) via promoting mitochondrial function. *UBQLN1* deficiency leads to oxidative stress, loss of proteostasis, mitochondria dysfunction, DNA damage, and telomere attrition. Reducing oxidative damage and promoting mitochondria function by culture under hypoxia condition or supplementation with N-acetylcysteine partly attenuate the telomere attrition induced by *UBQLN1* deficiency. Moreover, *UBQLN1* deficiency/telomere shortening downregulates genes for neuro-ectoderm lineage differentiation.

**Conclusions:**

Altogether, UBQLN1 functions to scavenge ubiquitinated proteins, preventing their overloading mitochondria and elevated mitophagy. UBQLN1 maintains mitochondria and telomeres by regulating proteostasis and plays critical role in neuro-ectoderm differentiation.

**Supplementary information:**

The online version contains supplementary material available at 10.1186/s13287-024-03789-y.

## Introduction

Telomere locates at the end of the linear chromosome and maintains chromosomal stability and genome integrity [1], which primarily maintained by telomerase and also can be elongated by alternative telomere lengthening of telomeres (ALT) [2–4]. The typical hallmarks of aging include genomic instability, telomere attrition, epigenetic alterations, loss of proteostasis, deregulated nutrient sensing, mitochondrial dysfunction, cellular senescence, stem cell exhaustion, and altered intercellular communication [5, 6]. Understanding of the intimate signaling connections among these hallmarks of aging would provide molecular insights into mechanisms of aging and facilitate intervention of aging and age-related diseases.

A hallmark of many age-related diseases is the dysfunction in protein homeostasis (proteostasis), leading to the accumulation of protein aggregates. In healthy cells, a complex proteostasis network, comprising molecular chaperones and proteolytic machineries and their regulators, operates to ensure the maintenance of proteostasis. Proteostasis is critical to protein quality control and regulated by the ubiquitin-proteasome system (UPS) which degrades a protein molecule via ubiquitination and proteasomal degradation [7]. Extraproteasomal ubiquitin receptors are thought to couple the two steps. The UBL-UBA family proteins, including Ubiquilin1 (UBQLN1), are ideally suited to do so and are regarded as the shuttling Ub receptors, which include the Ub-like (UBL) domain at the N terminus, the Ub-associated (UBA) domain or domains at the C terminus and STI chaperone-like regions in the central region [8, 9]. The human genome encodes four ubiquilin genes, *UBQLN1*, *UBQLN2*, *UBQLN3*, and *UBQLN4*, which encode structurally related and conserved proteins. UBQLN1 plays an important role in clearing mislocalized mitochondrial proteins upon cell stimulation, and its absence leads to suppression of protein synthesis [10].

*UBQLN1* genetic variants or dysfunction is linked to neurodegenerative diseases such as Alzheimer’s disease (AD) [11–13]. Pathogenesis of AD, Parkinson’s disease (PD) and other neurodegenerative diseases is associated with the nine biological hallmarks of aging [14]. Telomere shortening was also shown to parallel with Alzheimer’s disease development and valued an early biomarker of AD progression [15–18].

Interestingly, expression levels of *UBQLN1* are highly positively correlated with telomere length by simultaneous measurement of telomere length and RNA-seq in the human embryonic stem cells (hESCs) [19]. hESCs maintain high telomerase activity and sufficient telomere lengths for their self-renewal and differentiation capacity [20–26]. In addition to telomerase, telomere associated proteins such as TPP1 and TINF2 also are involved in telomere elongation and telomere length homeostasis in hESCs [27–30]. Other factors, such as mitochondrial dysfunction and reactive oxygen species (ROS) [31], can also lead to telomere shortening. Moreover, hESCs may provide an unlimited cell source for replacement in a number of aging-related neurodegenerative diseases such as Parkinson’s disease and Alzheimer’s disease as well as other neurological disorders including spinal cord injuries [32]. UBQLN1 recently has been shown to involve in DNA replication by interacting with RPA1 and shuttling it off from the replication fork and *UBQLN1* depletion leads to rapid telomere shortening in HeLa cells [33]. Our data shows that *UBQLN1* regulates telomere maintenance in human ESCs by promoting proteostasis and mitochondria functions.

## Materials and methods

### Cell culture

WA26 (obtained from WiCell Research Institute) hESCs were routinely maintained in the undifferentiated state in E8 medium [34] (A1517001, Life technologies) on Matrigel-coated (356,230, BD Bioscience) tissue culture plates with daily medium change and passaged every 3 to 4 days using 0.5 mM EDTA in PBS at a 1:1000 ratio with Rocki (Selleck) [19], and cultured at 37 °C in 5% CO_2_ in an atmospheric O_2_ concentration. HEF cells (commercially available) were cultured in high glucose DMEM plus 10% FBS with 1% penicillin and streptomycin.

### Generation of UBQLN1 knockout hESCs by CRISPR-Cas9 technology

pSpCas9(BB)-2 A-Puro (PX459, Addgene plasmid #48,139) was a gift from Feng Zhang. Guide RNAs were designed using the online design tool available at http://crispr.genome-engineering.org/. PX459 was digested with BbsI and then gel purified. Two pairs of oligos including targeting sequences were annealed, guide RNAs of *UBQLN1* were cloned into BbsI-digested PX459 and transfect into passage 28 WT WA26 hESCs with Human Stem Cell Nucleofector® Kit 1. Finally, WT and *UBQLN1* KO clone was picked and identified by PCR. Primers used for CRISPR/Cas9 experiments are designed as below:

- sgRNA1: CCTCGTGATCAGCCAGCTT.
- sgRNA2: AGTCATTCCAGTAGGGAT.

The sgRNAs for *TERC*^−/−^ hESCs were designed as below,

- CRISPR-hTERC-oligo-L-F: CACCGCCTTTATAAGCCGACTCGCC.
- CRISPR-hTERC-oligo-L-R; AAACGGCGAGTCGGCTTATAAAGGC.
- CRISPR-hTERC-oligo-R-F: CACCGGGGTGACGGATGCGCACGAT.
- CRISPR-hTERC-oligo-R-R: AAACATCGTGCGCATCCGTCACCCC.

### Telomerase activity assay (TRAP)

Telomerase activity was determined using Telo Chaser Telomerase assay kit (TLK-101, TOYOBO). Approximately 2.5 × 10^4^ cells from each sample were lysed, and heated at 70 °C for 10 min to serve as negative controls. PCR products of cell lysates were separated on nondenaturing TBE-based 12% polyacrylamide gel electrophoresis and visualized by ethidium bromide staining [35].

### Cell cycle analysis

Cells were harvested and then fixed in freshly prepared precooled 70% ethanol overnight at 4 °C. Cells were centrifuged at 1000 g for 5 min and stained with propidium iodide (PI, Sigma) which is pretreatment RNase A (Thermo Fisher) at 37 °C for 30 min. Cell cycle phases were determined by FACS analysis and the data were processed using ModFit LT.

### Immunofluorescence microscopy

hESCs were fixed in 4% paraformaldehyde in PBS at 4 °C for 10 min, and then permeabilized with 0.1% Triton X-100 in PBS for 10 min at room temperature, followed by blocking in solution containing 5% BSA and 0.1% Triton X-100 for 2 h at room temperature. Samples were incubated with the primary antibodies overnight at 4 °C. The primary antibodies included Oct4 (sc5279; Santa Cruz), p-ATM(Millipore) and γH2AX (05–636; Millipore). Appropriate fluorescein-labeled secondary antibodies at room temperature for 2 h. Goat Anti-Mouse IgG (H + L) FITC (115–095 − 003; Jackson), Goat Anti-Rabbit IgG (H + L) Alexa Fluor® 594 (111–585-003; Jackson) and Goat Anti-Mouse IgM Alexa Fluor® 488(A-21,042; Invitrogen), diluted 1:200 with blocking solution, were used. Samples were washed and DNA was then stained for 10 min with Hoechst 33,342 (H1398; MP), and placed in Vectashield mounting medium. Fluorescence was detected and imaged using a Zeiss Axio-Imager Z2 fluorescence microscope or confocal microscope. Immunofluorescence (IF)-FISH was performed using TelC-Cy3 (F1002; Pangene). Integrated fluorescence intensity was estimated using ImageJ software, and the threshold was defined using non-specific background staining fluorescence.

### Western blot

Cells were washed twice in PBS, collected and lysed in cell lysis buffer (NP40 + PMSF + cooktail) for western blot on ice for 30 min and then sonicated for 40 s at 60 amplitude at 2 s intervals. Samples were centrifuged at 10,000 g for 10 min at 4 °C, then supernatants transferred into new tubes. The protein concentration was measured by bicinchoninic acid assay, and then the samples boiled with SDS buffer at 100 °C for 5–10 min. no more than 10 µg proteins of each sample were resolved by 8% or 10% Bis-Tris SDS-PAGE and transferred to polyvinylidene difluoride membranes (ISEQ00010; Millipore). Non-specific binding was blocked by incubation in 5% non-fat dry milk (9999 S; CST) in TBS-T at room temperature for 2 h. Blots were then probed with primary antibodies by incubation overnight at 4 °C in 5% skim milk in TBST. Immunoreactive bands were then probed for 2 h at room temperature with appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies, anti-Rabbit IgG-HRP (NA934V; GE Healthcare), or goat anti-Mouse IgG (H + L)/HRP (ZB-2305; ZSGB-BIO). Protein bands were detected by Chemiluminescent HRP substrate (WBKLS0500; Millipore).

### Telomere measurement by quantitative real-time PCR (T/S ratio)

Genomic DNA was extracted by traditional phenol: chloroform: isoamyl alcohol method and the ratio of 260 to 280 was between 1.8 and 2.1. Average telomere length was measured using qPCR assay. Each 20 µL reaction was performed as follows: 35 ng gDNA, 1 × SYBR Green master mix (QPK-201, TOYOBO), 250 nM telomere forward primer and 250 nM telomere reverse primer, or 36B4 primers (forward primer: CAGCAAGTGGGAAGGTGTAATCC, reverse primer: CCCATTCTATCATCAACGGGTACAA). The telomere signal (T) was normalized to the signal from single copy gene (S) human 36B4 to generate a T/S ratio indicative of relative telomere length according to a standard curve [36]. Three repeat reactions were performed for each sample.

### Telomere quantitative fluorescence in situ hybridization (Q-FISH)

Telomere length and function (telomere integrity and chromosome stability) was estimated by Q-FISH [37]. Cells were incubated with 0.3 µg/mL nocodazole for 6 h to enrich cells at metaphases. Chromosome spreads were made by a routine method. Metaphase-enriched cells were exposed to hypotonic treatment with 0.075 M KCl solution, fixed with methanol: glacial acetic acid (3:1) and spread onto clean and cold slides. Telomeres were denatured at 80 °C for 3 min and hybridized with cy3-labeled (CCCTAA) peptide nucleic acid (PNA) probe at 0.5 µg/mL. Chromosomes were counter-stained with DAPI. Fluorescence from chromosomes and telomeres was digitally imaged on a Zeiss Imager Z2 microscope with Rho/DAPI filters. We quantified the signal of telomere foci using TFL-TELO software and made a normal distribution map for each group.

### Immunofluorescence-telomere FISH

hESCs were subject to immunostaining using γH2AX antibody as described in Immunofluorescence microscopy section. Excessive primary and secondary antibody was washed with PBS, stained nucleus by DAPI. Then cells were fixed in 4% formaldehyde for 5 min, dehydrated with 70%, 95% and 100% ethanol for 5 min each step. At last, incubated slide with Cy3-labeled telomeric PNA probe as described in Q-FISH section. Fluorescence was imaged using Zeiss Imager Z2 fluorescence microscope. The exposure time for γH2AX and Telomere were 1000 ms and 1500 ms respectively. Each group had no less than three repeats. Immunofluorescence (IF)-FISH was performed using TelC-Cy3 (F1002; Pangene) as previously described [38].

### Flow-FISH analysis of telomeres

Flow-FISH analysis of telomeres was performed as described previously [39]. Cells suspension was fixed with 70% alcohol for 10 min at 4 °C, and dehydration in 85% alcohol and 100% alcohol. Telomeres were denatured at 80 °C for 3 min and hybridized with Cy3-labeled (CCCTAA)3 peptide nucleic acid (PNA) probe at 0.5 mg/mL (F1002, Panagene, Korea). Then cells were shaken and washed three times and FACS analysis performed using a Flow Cytometer (BD Biosciences).

### Telomere restriction fragment (TRF) analysis

The average terminal restriction fragments (TRF) length of hESCs was determined according to the commercial kit (TeloTAGGG Telomere Length Assay, 12,209,136,001; Roche Life Science). Genomic DNA was extracted by traditional phenol: chloroform: isoamyl alcohol method. 2 µg DNA was digested with Hinf1 and Asc 1 overnight at 37 °C. The DNA fragments separated by 0.7% agarose gel for 2.5 h at 100 V in 0.5 × TBE buffer. Gels were denatured, neutralized, and transferred to nylon membrane (RPN2020B; GE Healthcare) for 24 h. The membrane was hybridized with digoxigenin (DIG)-labeled telomere probe at 42 °C overnight and incubated with anti-DIG-alkaline phosphatase antibody for 4 h. Telomere signal was detected by chemiluminescence after adding substrate solution on membrane. All TRF experiments were repeated for at least three times.

### ROS measurement

To detect intracellular ROS level, we used ROS-sensitive probe H2DCFDA, which was dissolved in DMSO to obtain a 10 mM stock solution and further diluted by 1:2000 ratio before use. For flow cytometry analysis, cells were incubated with 5 µM H2DCFDA in PBS in the dark for 30 min at 37 °C, then harvested with 0.5 mM EDTA solution, suspended in fresh PBS and immediately analyzed with flow cytometer. Cells were incubated with 5 µM H2DCFDA in PBS in the dark for 60 min at 37 °C [40], then washed with PBS and incubated with DAPI for 10 min. Samples were imaged using Axio-Imager Z2 Fluorescence Microscope (Carl Zeiss).

### Aggresomal detection

The cells were grown directly on glass slides, to a ~ 80% confluency. Positive control cells were prepared by incubating with the proteasome inhibitor MG132 (5 µM) for 18 h. The cells were carefully washed twice with PBS and excess PBS removed, then fixed with 4% formaldehyde for 30 min at room temperature. After being washed with PBS, the cells were permeabilized for 15 min. Samples were washed twice with PBS and incubated with dual detection reagent (ENZO, ENZ-51035-0025) for 30 min at room temperature, followed by washing and staining with DAPI. The samples were placed under coverslip on microscope slide, and imaged using a confocal microscopy. Standard rhodamine filter set was used for imaging the cell aggresome signal and a DAPI filter set for imaging the nuclear signal.

### Teratoma assay

WT and *UBQLN1*^–/–^ hESCs at passage 15 were cultured separately to a ~ 80% confluency. Then 10^6^ hESCs per site were injected into 6-week-old immunodeficient nude mice. Four mice were injected for each hESC line. One month after injection, the mice were humanely sacrificed, and the teratomas were excised, fixed in 4% paraformaldehyde at 4 °C overnight, dehydrated in gradient ethanol (70%, 85%, 95%, 100%) and xylene, and the incubation time for dehydration is based on tissue size, then embedded in paraffin, and sectioned for histological examination by H&E staining.

For H&E staining, sections were deparaffinized twice in xylene (each for 5 min) and rehydrated in gradient ethanol (100%, 85%, 70%, each for 5 min), stained with hematoxylin for 4 min, washed in ddH2O for 5 min, treated with 1.5% hydrochloric acid-75% ethanol for 4 s, washed in ddH2O for 5 min followed by PBS for 2 min, then stained with eosin for about 20 s, then dehydrated in gradient ethanol (70%, 85%, 95%, 100%) and xylene, and placed in xylene and neutral resin mounting medium. All experimental procedures were processed at room temperature.

### RNA-sequencing and analysis

The RNA was extracted using the QIAGEN RNA extraction Kit (74,134) following the manufacturer’s protocol, and RNA-seq was conducted using Illumina Sequencing (Novogene, China). Quality control of raw sequence data was performed with trim-galore (v0.6.5), followed by alignment to the human genome hg38 using hisat2 (v2.2.1) [41]. Read counts per gene were calculated using featureCounts (v2.0.6) with default parameters [42]. Differential gene expression analysis utilized the DESeq2 package (v1.26.0) [43] with a cut off log2FC > 1 and p-value < 0.05. Gene Ontology (GO) enrichment analysis of differentially expressed genes was carried out using the clusterProfiler R package (v4.8.1) [44] and DAVID [45]. Gene Set Enrichment Analysis (GSEA) was employed to identify predefined gene sets displaying statistically significant differences in expression patterns [46].

### Quantitative proteomic-MASS analysis

Sample was sonicated three times on ice using a high intensity ultrasonic processor (Scientz) in lysis buffer (8 M urea, 1% Protease Inhibitor Cocktail). (Note: For PTM experiments, inhibitors were also added to the lysis buffer, 3 µM TSA and 50 mM NAM for acetylation.) The remaining debris was removed by centrifugation at 12,000 g at 4 °C for 10 min. Finally, the supernatant was collected and the protein concentration was determined with BCA kit according to the manufacturer’s instructions. MS/MS was performed by PTM BIO. The peptides were subjected to NSI source followed by tandem mass spectrometry (MS/MS) in Q ExactiveTM Plus (Thermo) coupled online to the UPLC. The electrospray voltage applied was 2.0 kV. The m/z scan range was 350 to 1800 for full scan, and intact peptides were detected in the Orbitrap at a resolution of 70,000. Peptides were then selected for MS/MS using NCE setting as 28 and the fragments were detected in the Orbitrap at a resolution of 17,500. A data-dependent procedure that alternated between one MS scan followed by 20 MS/MS scans with 15.0 s dynamic exclusion. Automatic gain control (AGC) was set at 5E4. Fixed first mass was set as 100 m/z. The resulting MS/MS data were processed using Maxquant search engine (v.1.5.2.8) [47]. Tandem mass spectra were searched against human uniprot database concatenated with reverse decoy database. Trypsin/P was specified as cleavage enzyme allowing up to 4 missing cleavages. The mass tolerance for precursor ions was set as 20 ppm in First search and 5 ppm in Main search, and the mass tolerance for fragment ions was set as 0.02 Da. Carbamidomethyl on Cys was specified as fixed modification and acetylation modification and oxidation on Met were specified as variable modifications. Differential expression between groups was assessed using an independent two-sample T-test, ideal for our normalized data distribution. To mitigate the risk of false positives inherent in high-dimensional data, we applied a stringent false discovery rate (FDR) correction, setting the threshold at 0.01. Significant differential expression was defined by both CV < 0.1 and a minimum fold change of 1.2. All differentially expressed protein database accession or sequence were searched against the STRING database version 10.1 for protein-protein interactions. we fetched all interactions that had a confidence score ≥ 0.7 (high confidence).

### Co-immunoprecipitation (Co-IP) and liquid chromatography mass spectrometry (LC-MS)

Briefly, we harvested total protein from human ES cells (∼5 × 10^6^/reaction) stably transfected with UBQLN1 (Flag-tagged) expression vector in 10 cm dish and lysis with NETN buffer (20mM Tris (PH 8.0),1mM EDTA,100 mM NaCl, 0.5% NP40,100×PMSF and 100×Cocktail). Samples were vortexed for 30 S, and rotated at 4 °C for 30 min. Samples were then centrifuged at maximum speed for 10 min at 4 °C. Supernatant was collected with 50 µl as input. Lysis buffer was pre-cleaned by beads for three times (8 min each time) prior to incubating with antibodies. Immunoprecipitation was performed using anti-Flag antibody (Genescript, A00187-100) at 4 °C overnight. The immune complexes were precipitated by purified Protein G beads (Yeasen, 36405ES08) for 2–4 h at 4 °C. We boiled the beads with extracted proteins to separate it from proteins. The pull-down protein was then subjected to running in SDS-PAGE and extracted for liquid chromatography–mass spectrometry (LC/MS) analysis [48].

### Co-IP and ubiquitination analysis

Wild-type and *UBQLN1*^–/–^ hESCs transfected with 3Flag-ARF4 were harvested from 10 cm culture dish and resuspend with 50 µL PBS, then 150 µL 0.1% SDS was added. Samples underwent ultrasonication at 40% amplification for 15–20 times until the solution not viscous anymore. The protein sample was boiled at 100 °C for 20 min and 800 µL lysis buffer (20 mM Tris, PH 7.0),150 mM NaCl,1mM EDTA,1% Tritionx-100, 10% Glycerin) added. The next step was same as the above Co-IP experiment. Briefly, Immunoprecipitation was performed using anti-Flag antibody (Genescript, A00187-100) at 4 °C overnight. The immune complexes were precipitated by purified Protein G Mix beads (Yeasen, 36405ES08) for 2–4 h at 4 °C. Beads with extracted proteins were boiled to separate beads. After the pull-down protein was harvested with Flag antibody, the ubiquitination level of candidate protein ARF4 in wild-type and *UBQLN1*-deficient cells was assessed by western blot with Ubiquitin (linkage-specific K48) antibody. The Flag level was revealed by western blot and total protein as input (by Coomassie blue staining), which were used for quantification.

### Mice and care

Use of mice for this research was approved by the Nankai University Animal Care and Use Committee. All mice used in this study were taken care of and operated according to the relevant regulations. Mice were housed and cared in individually ventilated cages (IVCs) on a standard 12 h light:12 h dark cycle in sterile Animal Resources Center at Nankai University. Immunodeficient nude mice were purchased from Beijing Vital River Laboratory Animal Technology Co, Ltd. For testing cell differentiation ability experiments in vivo, the nude mice were quickly euthanized by standard cervical dislocation method without using chemical drugs and the teratoma removed for further analysis. The work has been reported in line with the ARRIVE guidelines 2.0.

### Embryoid body (EB) formation

To form hanging drop EBs, single cell drops (3000 cells/30 µL), which suspend with E8 media, hanging cultured on the lid of Petri dishes with 5 mL PBS at bottom. The dishes were incubated in 37 °C incubator overnight. On the second day EBs could be seen in each drop. The drops were continuously cultured and the aggregated EBs transferred into Corning Matrigel-coated 12-well plate at day 4 and continuously cultured to day 7.

### Statistical analysis

Statistical significances were analyzed by ANOVA or t-test using GraphPad prism 8. The differences between groups were considered significant when *P* < 0.05 (*), 0.01(**) or 0.001(***).

## Results

### Deletion of UBQLN1 shortens telomeres in hESCs

Single cell RNA-seq analysis revealed that *UBQLN1* expression level is positively correlated with the telomere length in hESCs (Fig. S1A) [19]. To determine whether telomere length regulates *UBQLN1* expression, we generated telomerase-deficient *TERC*^–/–^ hESCs and compared the telomere length and *UBQLN1* expression levels with those of WT hESCs. Telomeres were shorter in *TERC*^–/–^ hESCs than in WT hESCs (Fig. S1B). By Western blot analysis, UBQLN1 protein levels were not decreased in *TERC*^–/–^ hESCs that had short telomeres (Fig. S1B), suggesting that telomerase deficiency and short telomeres do not down-regulate UBQLN1 expression. Hence, we generated *UBQLN1* knockout human ESCs using CRISPR/Cas9 method [49] and showed that deletion of *UBQLN1* consistently resulted in telomere shortening in repeated experiments by Southern blot (Fig. S1C; Fig. 1A, B) and the telomeres continuously shorten following passage without *UBQLN1* (Fig. 1B). Shorter telomeres found in both *UBQLN1*-knockout (*UBQLN1*^–/–^) hESC lines than in WT cells, were validated by flow-FISH [39] (Fig. 1C), T/S ratio (Fig. 1D), or Q-FISH method (Fig. 1E). These data indicate that UBQLN1 is required for telomere maintenance in hESCs.

**Fig. 1:**
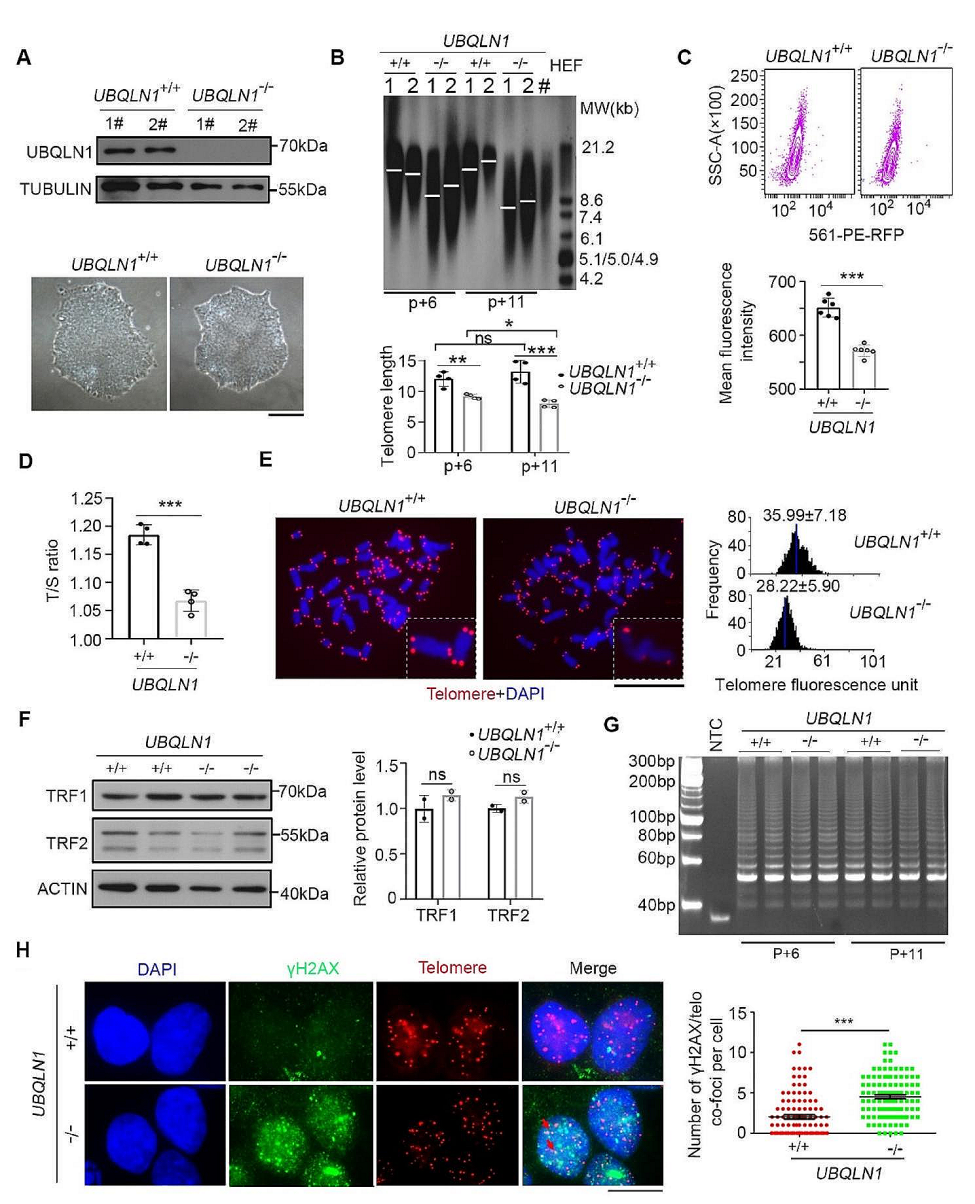
Dysfunctional telomere in *UBQLN1*^–/–^ hESCs **A** Upper panel, Western blot analysis of UBQNL1 protein level in *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells. Two clones were picked for *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells, respectively. Bottom panel, Representative cell morphology of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells. Scale bar = 100 μm **B** Above: Telomere length distribution shown as TRF by Southern blot analysis of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells at passage 6 and passage 11. HEF DNA was loaded as a control of short telomere. Below: Quantification of telomere length, *n* = 4. Statistical significances were analyzed by ANOVA. 1# and 2# represents two independent clones **C** Flow-FISH analysis by flow cytometry of telomere signal of *UBQLN1*^+/+^ and *UBQLN1*^–/–^cells. Right panel, Quantification of mean fluorescence intensity for Flow-FISH. *n* = 3 for each *UBQLN1*^+/+^ and *UBQLN1*^–/–^clone. Statistical significances were analyzed by t-test **D** Telomere measurement by quantitative real-time PCR (T/S ratio). 4 replicates are analyzed. Statistical significances were analyzed by t-test **E** Representative telomere Q-FISH images of *UBQLN1*^+/+^ and *UBQLN1*^–/–^hESCs. blue, chromosomes stained by DAPI; red dots, telomeres. Scale bar = 5 μm. Right panel, Relative telomere length was quantified and the average length ± SD is given in the upper **F** Western blot analysis of TRF1, TRF2 protein level in *UBQLN1*^–/–^ cells. β-ACTIN served as a loading control. Right panel, Quantification of the grayscale. Statistical significances were analyzed by t-test. The control group was set as unit 1 **G** Telomerase activity measured by TRAP assay. Lysis buffer served as negative control, *n* > 3 **H** IF-FISH images of telomere (red) and γH2AX (green). Colocalized foci are indicated by arrowheads. More colocalization of γH2AX/telomere foci occurred in *UBQLN1*^–/–^ hESCs. Scale bar = 10 μm. Right panel, Quantification of γH2AX/telomere co-foci number per cell. Statistical significances were analyzed by t-test. *n* > 100 cells were counted for each group *P < 0.05; **P < 0.01; ***P < 0.001. ns, no significant difference

hESCs typically express pluripotent transcriptional factor OCT4. By immunofluorescence, OCT4 protein expression was not altered by *UBQLN1* deficiency (Fig. S1D-E). The levels of shelterin complex components TRF1/2 and telomerase activity detected by TRAP assay [35], also remained similar between *UBQLN1*^–/–^ and WT hESCs (Fig. 1F, G). Analysis of cell cycle revealed that the percentage of S-phase was slightly reduced in hESCs without *UBQLN1*, compared with that of WT hESCs (Fig. S1F). Nevertheless, DNA damage was notably elevated in *UBQLN1*^–/–^ hESCs at late passage, as measured by immunofluorescence of γ-H2AX and p-ATM, compared with those of WT hESCs (Fig. 1H and Fig. S1G-H). Moreover, the frequency of micronuclei was increased in *UBQLN1*-deficient population (Fig. S1H). By simultaneous immunofluorescence of γ-H2AX and hybridization in situ (IF-FISH) analysis of telomeres [50], DNA damage at telomeres was increased in *UBQLN1*^–/–^ cells as evidenced by co-localization of γ-H2AX and telomere foci (Fig. 1H). In summary, *UBQLN1* deficiency leads to telomere shortening without affecting telomerase activity. Instead, UBQLN1 likely maintains telomeres by preventing telomere damage.

### Transcriptome and proteome analysis of *UBQLN1*^–/–^ hESCs

To understand potential signaling by which the loss of *UBQLN1* leads to telomere damage and shortening, we performed RNA-sequencing to reveal the molecular changes. 

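RNA-sequencing counts of WT and UBQLN1 knockout (KO) hESCs of the line WA26 at 20% O2 were analysed, with 2 libraries per genotype. The authors trimmed the reads, aligned them to hg38 with hisat2 and counted reads per gene with featureCounts, and the deposited values are counts without normalization. The WT libraries held 32591050 and 37650859 counts and the KO libraries held 35019694 and 39349967. The counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test in one fit of 8 libraries in 4 groups, which also held KO cells at 5% O2 and KO cells with NAC. Of 28278 genes in the table, 15916 passed edgeR's filter on low counts. The 2 replicates of each group differed by more than the sampling noise, with a chi-square per degree of freedom from 9.79 to 32.4. With 2 libraries per group, the fit had 4 residual degrees of freedom, and the paper's text does not name the clone behind each library, although the legend of Fig. 1 describes 2 clones per genotype.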

Compared with WT hESCs, 81 genes were upregulated and 128 genes downregulated in *UBQLN1*^–/–^ hESCs (Fig. S2A, B). 

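UBQLN1 mRNA was lower in KO cells. The WT libraries held 7382 and 7591 UBQLN1 counts and the KO libraries held 1559 and 1789. UBQLN1 was at 209 ± 17.3 CPM (SD, n = 2) in WT and at 42.9 ± 0.85 CPM (SD, n = 2) in KO, a log2 fold change of -2.29 (standard error 0.12, adjusted p = 2.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By an absolute log2 fold change over 1 and an unadjusted p under 0.05, 177 genes were higher and 232 genes were lower in KO. By adjusted p alone, 213 genes were higher and 99 were lower. After a trend of each library on transcript length and GC content was removed, an alternative chosen after seeing the data, 97 were higher and 101 were lower by adjusted p. The first pair of counts moved most with an adjusted p under 0.05 in place of the unadjusted p, to 42 higher and 56 lower genes. The genes with the largest increase were TRIM4, ZNF560, PCDHA7, ZNF562 and FAM189B. TRIM4, on chromosome 7 from 99890403 to 99919530, was at the floor of 3 counts in both WT libraries and was at least 87.9-fold higher in KO. ZNF560 had a log2 fold change of 6.27 (standard error 0.30). The counts of FAM189B are uncertain, since 90.3% of the 31-base words of its transcript also stand on alternate-locus scaffolds of hg38, and for ZNF562 the share was 11.4%. PCDHA7 shares exons with the other genes of its cluster, so its reads could be split between them. The genes with the largest decrease were LOC101928595, TBX15, VAT1L, TYW1B and UBQLN1, with log2 fold changes from -3.69 to -2.29.

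**Figure D1:**
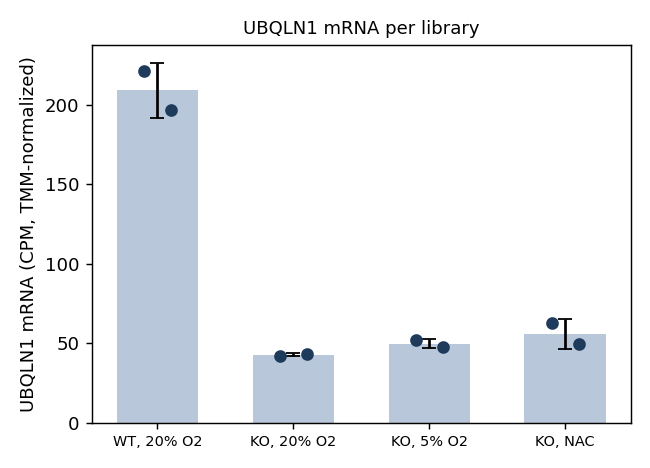
UBQLN1 mRNA in CPM (y axis) in the 4 groups (x axis). Bars are means, error bars are SDs and points are the 2 libraries of each group. Both KO libraries at 20% O2 lie below both WT libraries, with means of 42.9 and 209 CPM.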

By GO and GSEA analysis, the results indicated that upregulated genes were related to biological processes including calcium-dependent cell-cell adhering, regulation of hemopoiesis and cell differentiation in spinal cord (Fig. S2C), while downregulated genes (with less significance) were enriched in mitochondria function, oxidation-reduction process as well as metabolic process(Fig. S2D-F). 

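The terms of Fig. S2C were examined with other gene lists, since no Gene Ontology annotation was used here. The spinal cord list was written by hand and the cadherin list was set by a rule. Of 91 tested genes of the cadherin superfamily, 14 were among the genes higher in KO, against 1.01 expected (one-sided Fisher's exact test, adjusted p = 6.7e-12 over 10 such tests). All 14 were protocadherins of the PCDHA, PCDHB and PCDHG clusters, whose members share exons or are close paralogs, so the split of reads between them is uncertain. Fisher's exact test counts them as independent genes, which they are not, so its p-value overstates the evidence for cadherins as a class. Of 17 tested genes of spinal cord differentiation, DBX1, GATA2, OLIG3 and TAL1 were higher, which are 4 genes against 0.189 expected (adjusted p = 6.3e-05). With an adjusted p under 0.05 beside the fold change, 1 spinal cord gene was left, and the adjusted p of Fisher's exact test was 0.0549, the highest over the alternatives, which started at 4.8e-06. Regulation of hemopoiesis was not analysed here. The median log2 fold change was 0.29 for the cadherins and 0.50 for the spinal cord genes. By limma's camera test with a preset correlation of 0.01, both lists were higher (adjusted p = 2.0e-05 and 3.4e-06). No camera call in any of the 3 comparisons held when the correlation was estimated from the data, where the lowest adjusted p was 0.0539. In that form, camera rests on the 4 residual degrees of freedom of the fit. It gave an adjusted p of 0.0644 for targets of hypoxia-inducible factors at 5% O2, although all 32 rose. The loss of calls therefore neither upholds nor rules out a list. By fry, the spinal cord list held (adjusted p = 0.0161) and the cadherin list did not (adjusted p = 0.167).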

Integrative Genomics Viewer showed four representative oxidative-reduction related genes were downregulated in *UBQLN1*^–/–^ hESCs (Fig. S2G). The correlation analysis based on our published single cell data revealed that a positive but relatively low correlation between the expression of *UBQLN1* mRNA and these genes (Fig. S2H), further indicating that *UBQLN1* affects oxidation-reduction process. Reduction-oxidation reactions have an essential role in the protein structure maintenance through providing disulphide bonds and maintaining a proper redox environment for oxidative protein folding [51]. These RNA-seq data supports the notion that loss of *UBQLN1* may lead to altered transcriptome compromising mitochondria function and redox and this needs further validation.

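Genes of the mitochondrial respiratory chain were slightly lower in KO than in WT. The median log2 fold change of 77 nuclear genes of the chain, from a list written by hand, was -0.20, and 69 of them were lower in KO. No member of the list passed the adjusted p over all genes, 32 members were lower at an unadjusted p under 0.05, and 9 were lower when adjusted over the list alone. None of the 77 genes was among the 232 genes lower by fold change and unadjusted p, against 1.12 expected, and none of 32 antioxidant genes was, against 0.466 expected, while 8 antioxidant genes were lower at an unadjusted p under 0.05 without a limit on the fold change. By camera with the preset correlation, the chain list was lower (adjusted p = 2.2e-10), and it was also lower by fry (adjusted p = 0.0221). The antioxidant list had a median of -0.10 (camera adjusted p = 0.0353). Lists unrelated to mitochondria moved in the same direction, with a median of -0.21 for 83 ribosomal protein genes and -0.13 for 35 proteasome genes. After a trend of each library on transcript length and GC content was removed, an alternative chosen after seeing the data, the median of the chain list was -0.10. That value lay below the central 95% of 10000 random lists matched on expression, length and GC content, which ran from -0.08 to -0.00069. The median of the antioxidant list was then -0.027 (camera adjusted p = 0.736), and over the alternatives its adjusted p ran from 0.0204 to 0.736. From the RNA-sequencing results, the paper proposes that loss of UBQLN1 may compromise mitochondrial function and redox.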

UBQLN1 is known to involve in ubiquitin proteasome system-mediated protein degradation [9, 52]. To further understand the protein changes in *UBQLN1*-deficient hESCs, we performed quantitative proteomic-MASS analysis. The proteome of *UBQLN1*^+/+^ hESCs can clearly distinguish from that of *UBQLN1*^–/–^ hESCs by PCA analysis (Fig. 2A). 823 proteins increased and 824 proteins decreased in *UBQLN1*-deficient hESCs compared with WT hESCs (Fig. 2B). 24% of decreased proteins are located in mitochondria (Fig. S3A). GO analysis showed that a large number of down-regulated proteins were enriched in mitochondria and mainly inner mitochondrial membrane protein complex (Fig. 2C). Correspondingly, these decreased proteins in *UBQLN1*^–/–^ cells were mainly related to the biological process of aerobic respiration and electron transport on respiration chain (Fig. 2C-D). The main decreased electron transport chain proteins revealed by mass spectrometry were validated by western blot (Fig. S3B). Together, the quantitative proteomic-MASS analysis further suggests possible roles of UBQLN1 in maintaining mitochondria function.

**Fig. 2:**
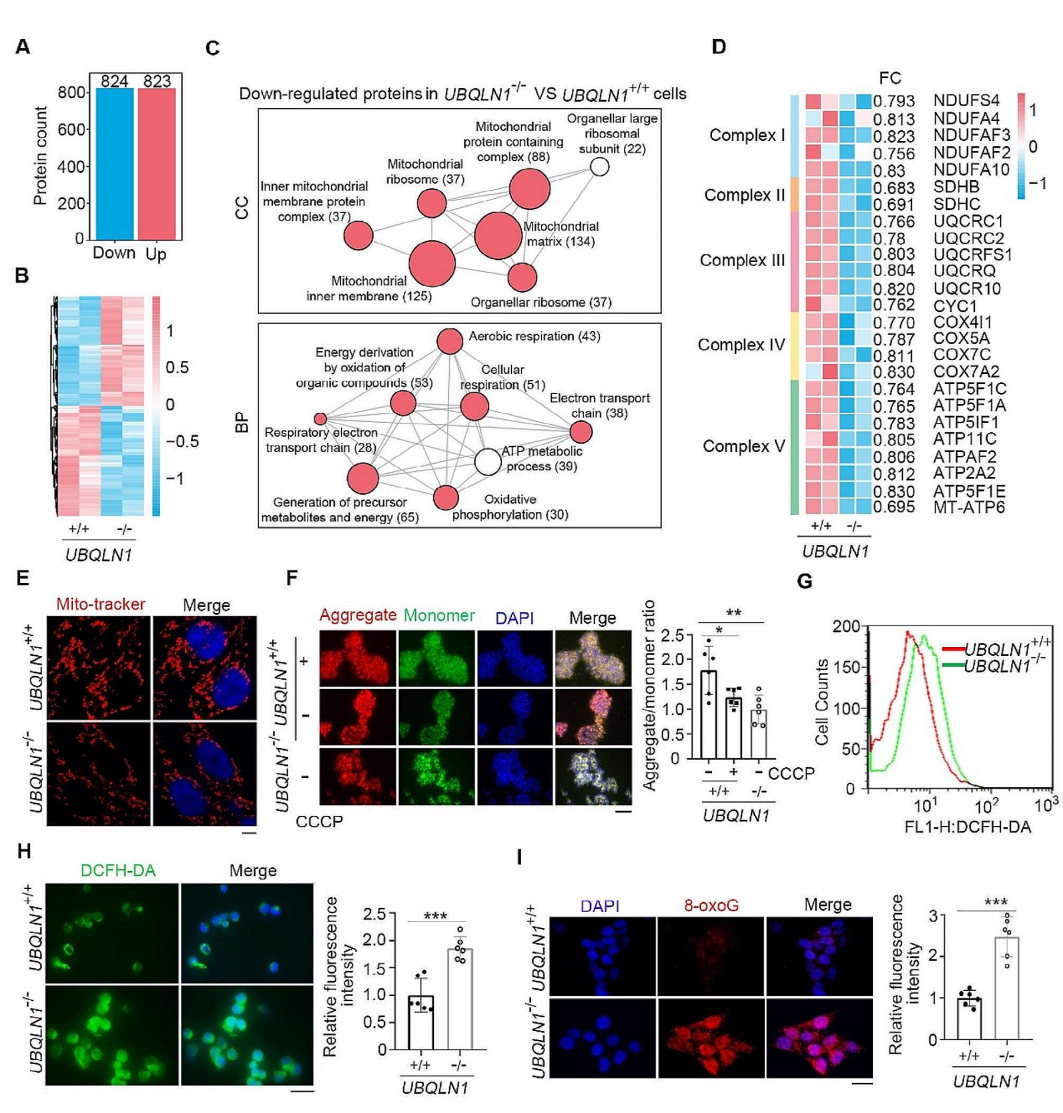
*UBQLN1* deficiency leads to mitochondrial dysfunction **A-B** The number (A) and the expression (B) of upregulated (CV < 0.1, FC > 1.2) and downregulated (CV < 0.1, FC  <1/1.2) proteins in *UBQLN1*^–/–^cells vs. *UBQLN1*^+/+^cells **C** Gene Ontology (GO) enrichment analysis of cellular component (GO-CC) and biological process (GO-BP) for the downregulated proteins in *UBQLN1*^–/–^ cells compared with *UBQLN1*^+/+^ cells. *P* < 0.05 **D** The heatmap shows the downregulated expression of electron transport chain componence of mitochondrial inner membrane. FC means fold change **E** Mitochondrial morphology and mass were visualized by staining with mito-tracker and captured by confocal microscope. Scale bar = 5 μm **F** Measurements of the MMP in *UBQLN1* KO hESCs using JC-1. *UBQLN1*^+/+^ cells treated with CCCP was used as positive control. Scale bar = 100 μm. Right panel, Quantification of aggregate/monomer ratio in *UBQLN1*^–/–^ cells and *UBQLN1*^+/+^. *n* = 3 for each *UBQLN1*^+/+^ and *UBQLN1*^–/–^ clone. Statistical significances were analyzed by ANOVA. **G** Flow cytometry analysis of ROS levels in *UBQLN1*^–/–^ hESCs **H** Immunofluorescence analysis of ROS levels in *UBQLN1*^–/–^ hESCs. Scale bar = 20 μm. Right panel, Quantification of mean fluorescence intensity, *n* = 3 for each *UBQLN1*^+/+^ and *UBQLN1*^–/–^ clone. Statistical significances were analyzed by t-test **I** Immunofluorescence analysis of oxidized guanine (8-oxoG) levels in *UBQLN1* KO hESCs. Scale bar = 20 μm. Right panel, Quantification of mean fluorescence intensity, *n* = 3 for each *UBQLN1*^+/+^ and *UBQLN1*^–/–^ clone. Statistical significances were analyzed by t-test. Three repeats of two different clones for each group. *P < 0.05; **P < 0.01; ***P < 0.001

Protein-protein interaction analysis demonstrated that the down-regulated proteins constituted a network of mitochondrial function, while the up-regulated proteins concentrated on the ubiquitin-proteasome system (Fig. S3C), consistent with the basic function of UBQLN1 in ubiquitylation mediated protein degradation. These data provide evidence that UBQLN1 likely influences the mitochondrial functions by direct or indirect pathways. The reduced electron transport chain (ETC) component also may lead to mitochondrial dysfunction.

### *UBQLN1*deficiency compromises mitochondria function

It is known that 13 proteins are encoded by mitochondrial genome [53]. Seven mitochondria-encoded protein were identified and all except for MT-ND5 were expressed at lower levels in *UBQLN1*^–/–^ hESCs than in WT hESCs, based on our MASS data (Fig. S3D). This may also be evidence of organelle defect [54]. The total mtDNA copy number was also decreased after loss of *UBQLN1* (Fig. S3E), which may explain for the decreased mitochondria-encoded proteins. However, the ATP level was up-regulated despite impaired mitochondria function accompanied by *UBQLN1* deletion (Fig. S3F). It is to note that hESCs possess active glycolytic metabolism which can generate considerable ATP when compared to somatic cells [55], and presumably the increased ATP could be produced by anaerobic respiration independent of mitochondria function.

We compared the morphology of mitochondria by Mitotracker immunofluorescence and found nearly similar mitochondria morphology but slightly reduced quantity in *UBQLN1*^–/–^ hESCs compared with *UBQLN1*^+/+^ cells (Fig. 2E). Moreover, the mitochondrial membrane potential (MMP) measured by JC-1 [56–58] was also reduced in *UBQLN1*^–/–^ hESCs, like CCCP-induced reduction of MMP in WT hESCs (Fig. 2F), corresponding to decreased componence of ETC in inner membrane of mitochondria and dysfunctional organelle. The reactive oxygen species (ROS) level was notably increased in *UBQLN1*-deficient cells when compared with WT cells by either flow cytometric analysis or immunofluorescence (Fig. 2G, H). ROS produced by mitochondria can enter nucleus by free diffusion process, which has been frequently shown to damage DNA and telomere [31, 59]. Telomeric DNA is thought to be particularly susceptible to ROS-mediated cleavage and base modifications [60, 61]. ROS induced telomere damage is mainly mediated by oxidized guanine (8-oxoG), which can either prevent telomere elongation or even leading to telomere cleavage [62, 63]. Indeed, we observed remarkably increased level of 8-oxoG in the nucleus of *UBQLN1*^–/–^ cells compared to WT cells (Fig. 2I). Together, these data indicate that *UBQLN1*^–/–^ deficiency may compromise mitochondria function and leads to oxidative damage.

### N-acetyl-L-cysteine (NAC) or hypoxia mitigates telomere shortening in *UBQLN1*^–/–^ hESCs

To test whether the ROS burst contributes to telomere damage and shortens telomeres in *UBQLN1*^–/–^ cells, we designed two experiments by employing permeable antioxidant NAC or by culture of the cells under hypoxia (5% O_2_) condition to reduce potential oxidative damage, followed by additional culture for 10 passages and measurement of telomere length (Fig. 3A). NAC is an effective ROS scavenger, which can decrease cellular ROS level with appropriate concentration [31, 64]. NAC can efficiently reduce ROS level in *UBQLN1*^–/–^ cells approximating that of *UBQLN1*^+/+^ hESCs and maintain normal ES cell clone morphology, like WT ESCs (Fig. 3B, C; Fig. S4A). The MMP also was recovered in *UBQLN1*^–/–^ cells after treatment with NAC (Fig. S4B). The 8-oxoG which may directly damage telomere DNA, was significantly reduced, accompanied by the decreased ROS level (Fig. S4C). Consistently, NAC also decreased γH2AX foci at telomeres in *UBQLN1*^–/–^ cells (Fig. S4D). Moreover, RNA-seq analysis revealed differential transcriptome between *UBQLN1*^–/–^ cells treated with and without NAC. 

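KO cells with N-acetylcysteine (NAC), an antioxidant, were compared with untreated KO cells at 20% O2, with 2 libraries each. The NAC libraries held 40803323 and 31236968 counts. The paper describes DMSO as the control for NAC, and the sample labels name no vehicle, so the untreated KO libraries were used. In the fit described above, 577 genes were higher and 858 were lower with NAC by an absolute log2 fold change over 1 and an unadjusted p under 0.05. By adjusted p, 3785 genes were higher and 3315 were lower. Fold changes varied with the properties of the transcripts. Across 15490 genes, which are not independent replicates, Spearman's rho of the log2 fold change with GC content was -0.49 and with length was -0.24. With the trend on length and GC content removed, chosen after seeing the data, 2394 genes were higher and 1667 were lower by adjusted p, and 3135 of the 4061 were also among the 7100 found without the correction. Of the 10 genes with the largest changes, 6 had copies on alternate-locus scaffolds of hg38 and are uncertain, namely BFAR, RRN3, CUTA, TSTA3, TSEN34 and NTAN1. PDGFRB, IGFBP5 and CTSK were high in the first NAC library alone. Without that library, the log2 fold change of PDGFRB went from 3.53 to 0.63, that of IGFBP5 from 2.65 to 0.25 and that of CTSK from 2.27 to 0.82. HHLA1, on chromosome 8 from 132061480 to 132111157, fell from 52.6 ± 0.16 to 9.58 ± 0.513 CPM (SD, n = 2 each).

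**Figure D2:**
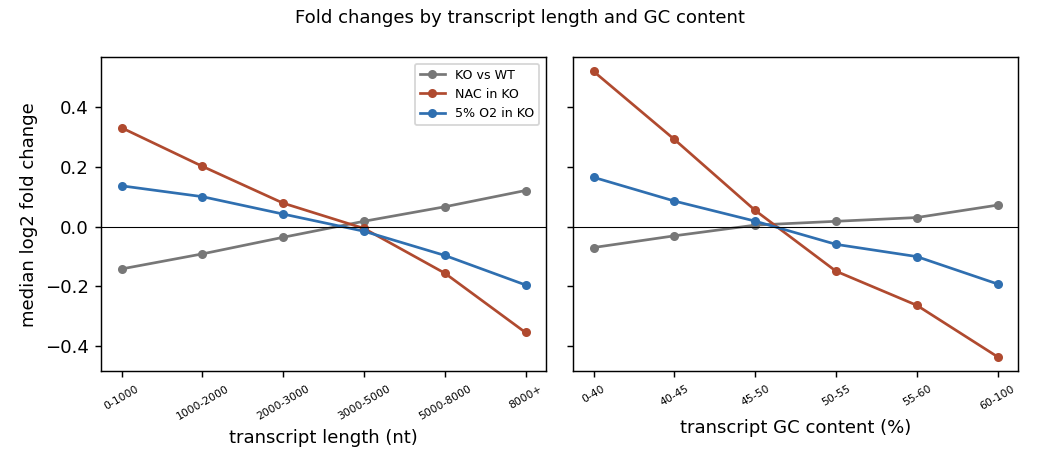
Median log2 fold change (y axis) of genes in bins of transcript length in nucleotides (left) and GC content in percent (right), for the 3 comparisons. Lines join the bins. With NAC, the medians fall as GC content rises, where rho across genes was -0.49.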

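The mRNA of the respiratory chain proteins listed in Fig. 2D was measured with NAC. Of the 25 genes, 24 were tested. Their median log2 fold change was -0.22 in KO against WT and 0.71 with NAC in KO. In KO against WT, 0 genes passed the adjusted p over all genes and 13 were lower when adjusted over the list alone. The list was lower by camera with the preset correlation (adjusted p = 6.6e-06) and by fry (adjusted p = 0.0183). With the trend removed, its median in KO was -0.104, just below the central 95% of matched random lists, -0.0998 to 0.043. With NAC, 17 genes were higher and 1 was lower by adjusted p over all genes, and 18 were higher and 1 was lower when adjusted over the list alone. The increase of the list passed camera with the preset correlation (adjusted p = 2.3e-09) and fry (adjusted p = 0.000949). With the trend on length and GC content removed, the median with NAC was 0.26. It lay within the central 95% of matched random lists, which ran from -0.02 to 0.28. Of 32 antioxidant genes, 18 were higher and 3 were lower with NAC by adjusted p, with a median of 0.33. With the trend removed, the median of the antioxidant genes was 0.21 and no longer passed camera (adjusted p = 0.0977). The genes of Fig. S4E and F were not analysed here.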

Interestingly, many of reduced components of mitochondria in *UBQLN1*^–/–^ cells by MASS analysis as well as reduced expression of genes associated with oxidation-reduction process were restored at transcriptional levels following treatment with NAC (Fig. S4E, F). Also, genes in ETC of mitochondria were upregulated in *UBQLN1*^–/–^ cells following NAC treatment (Fig. 3D). These results suggest that in addition to its function as a ROS scavenger, NAC also can restore the mitochondria function by recovering the gene expression that is altered following *UBQLN1* deletion.

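Of the 53 respiratory chain genes printed in Fig. 3D, 52 were tested. All 52 had a positive log2 fold change with NAC, and 50 passed the adjusted p of edgeR's quasi-likelihood test, both over all genes and adjusted over the list alone. The median log2 fold change was 0.81 and the highest was 1.32. COX6A1, COX6C, COX7A2, NDUFB5 and NDUFS4 exceeded a log2 fold change of 1, which are 5 genes against 1.89 expected (one-sided Fisher's exact test, adjusted p = 0.0564). Over the alternatives the adjusted p of that test ran from 0.0105 to 0.279, and with at least 10 counts in every library it was 0.0364. The legend presents these genes as upregulated following NAC, so they were chosen for their rise and these counts and tests are not independent evidence of it. The list of 77 nuclear genes of the chain written by hand, which shares members with the figure, had a median of 0.69 with NAC (camera with the preset correlation, adjusted p = 1.3e-21). With the trend on length and GC content removed, its median was 0.32, above the central 95% of matched random lists, which ran from 0.08 to 0.24. Ribosomal protein genes rose by a median of 0.65 and proteasome genes by 0.66. The median of the Fig. 3D genes with the trend removed was 0.45. ATP5F1E, ATP5MG, ATP5PF and TMEM126B were then below 0. Of these, ATP5MG, ATP5PF and TMEM126B no longer passed the adjusted p. Of all single genes named across the comparisons, 22 more kept their sign and no longer passed. How many of those 22 are Fig. 3D genes was not counted. Over the alternatives, further Fig. 3D genes did not always pass their edgeR or DESeq2 test. The highest adjusted p was 0.964 for NDUFB3, 0.300 for NDUFA12, 0.257 for COX7C and 0.252 for ATP5F1C. The 50 calls therefore hold only for the fit without the correction. The value of ATP5F1E also rests on 1 library, since its log2 fold change was 0.03 and became -0.35 without the first KO library.

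**Figure D3:**
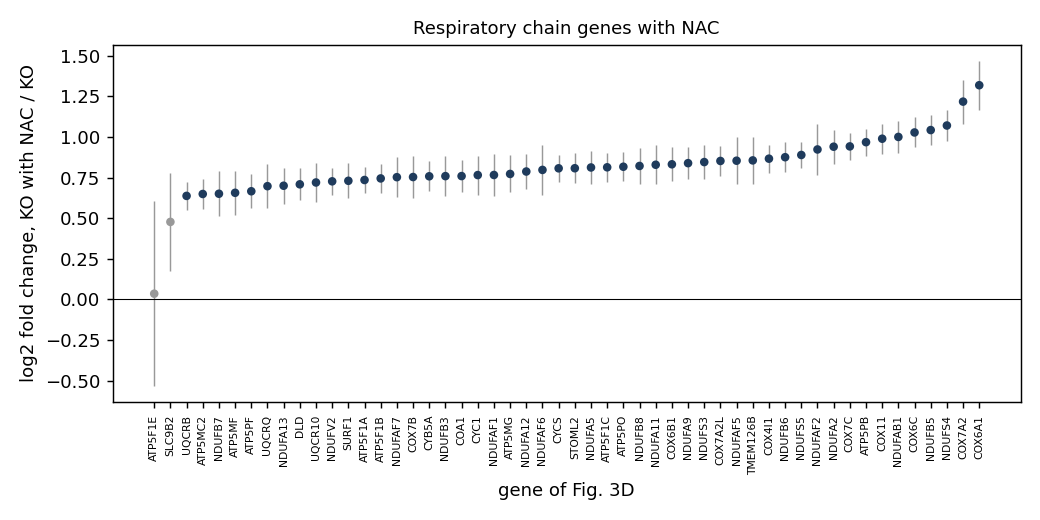
Log2 fold change with NAC in KO (y axis) of the 52 tested genes of Fig. 3D (x axis). Error bars are standard errors, and dark points passed the adjusted p. All 52 points lie above 0 in the fit without the length and GC correction.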

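Recovery was measured as the share of the 232 genes lower in KO that rose with NAC. The log2 fold change with NAC was above 0 for 167 genes, which is 72.0%, and 53 genes (22.8%) were higher by fold change and unadjusted p. The untreated KO libraries stand in both comparisons, so chance gives opposite signs. In 50 simulations in which the treatment did nothing, from 62.7% to 73.9% of the genes rose. Those simulations held more genes lower in KO than observed, with a median of 440.5. In 50 further simulations, added after that was seen, genes without a significant genotype difference had one mean in both genotypes, and from 66.4% to 82.4% rose. The observed share lay within both ranges. The share of genes that were higher by fold change and unadjusted p lay above the highest of the first simulations, 9.32%, and below the highest of the second, 25.9%. With one KO library used for the genotype and the other for the treatment, the share that rose was 60.6% and 59.2%. From Fig. 3D and Fig. S4E and F, the paper proposes that NAC restores mitochondrial function by recovering gene expression.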

**Fig. 3:**
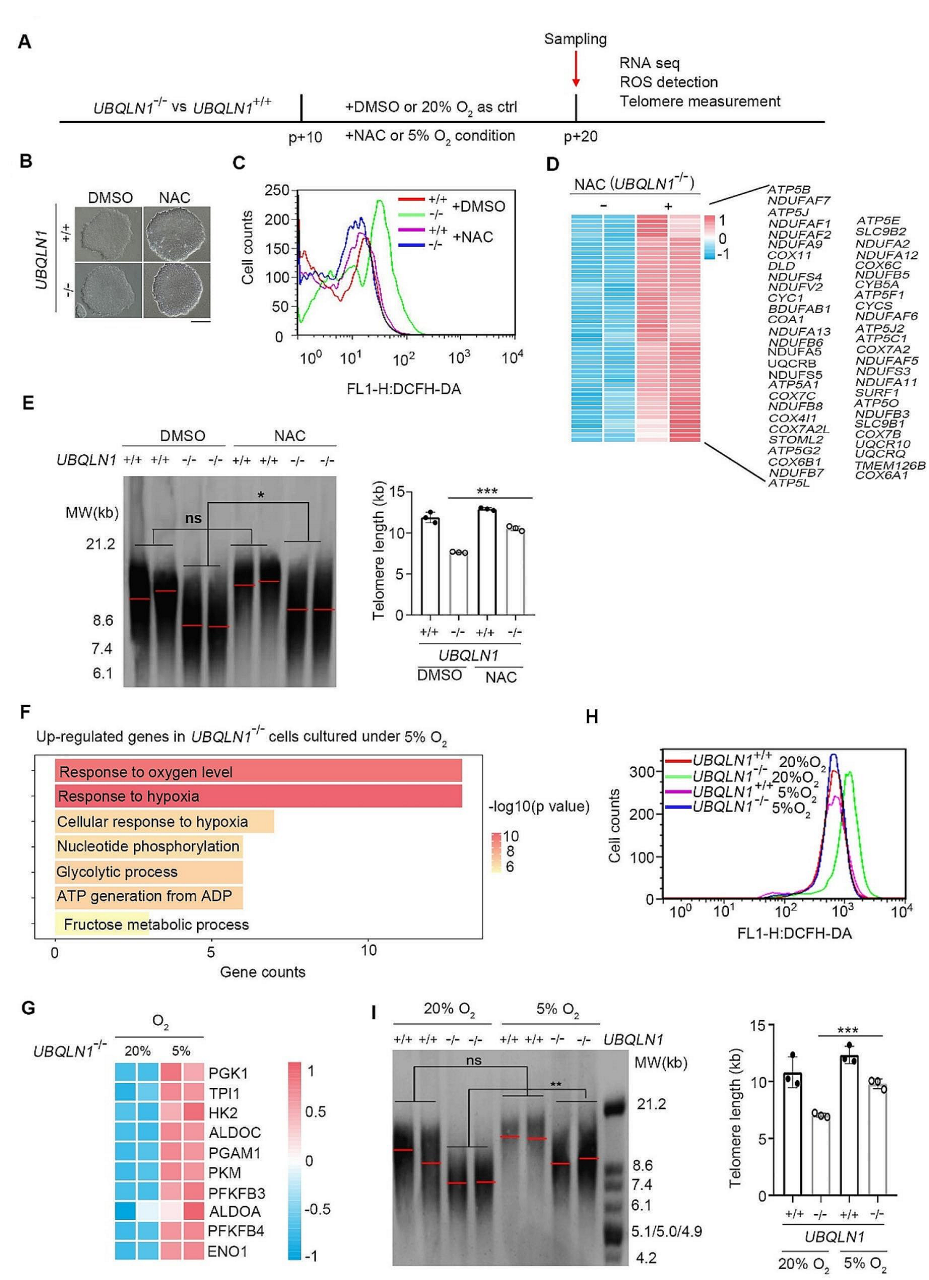
NAC or hypoxia alleviates telomere shortening in *UBQLN1*^–/–^ hESCs **A** Experimental scheme of cells treatment with NAC and low oxygen concentration for ten passages and harvest for RNA-seq, ROS detection and telomere measurement, DMSO treatment as negative control **B** Representative cell morphology of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells cultured in medium supplemented with DMSO or NAC, respectively. Scale bar = 100 μm **C** Flow cytometry analysis of ROS levels in *UBQLN1*^–/–^ hESCs cultured in medium supplemented with DMSO or NAC, respectively. Reduced ROS signal can be seen in *UBQLN1*^–/–^ cells after treatment with NAC. **D** The heatmap shows genes in respiratory electron transport chain (ETC) of mitochondria upregulated in *UBQLN1*^–/–^ cells following NAC treatment **E** Telomere length distribution shown as TRF of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells cultured in medium supplemented with DMSO or NAC, respectively. Right panel, Quantification of telomere length, *n* = 3. Statistical significances were analyzed by ANOVA **F** GO enrichment analysis of up-regulated genes when *UBQLN1*^–/–^ cells were cultured in 5% O_2_ when compared with in 20% O_2_ **G** Heatmap illustrating up-regulated oxidation-reduction associated genes of *UBQLN1*^–/–^ hESCs cultured in 5% O_2_ compared with 20% O_2_. Two biological replicates were analyzed per group. Genes with ≥ 2-fold expression changes, P-value < 0.05 were chosen for heatmap **H** Flow cytometry analysis of ROS levels in *UBQLN1*^–/–^ hESCs cultured in 20% O_2_ or 5% O_2_, respectively. Slightly reduced ROS signal can be seen in *UBQLN1*^–/–^ cells cultured in 5% O_2_ **I** Telomere length distribution shown as TRF of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells cultured in 5% O_2_ and 20% O_2_, respectively. Right panel, Quantification of telomere length, *n* = 3. Statistical significances were analyzed by ANOVA ***P < 0.001

Furthermore, we examined the telomere length after treatment with NAC for additional 10 passages, compared with DMSO treatment served as vehicle control. NAC alleviated telomere shortening of *UBQLN1*^–/–^ cells (Fig. 3E). Hence, NAC recovers mitochondria functions as demonstrated by RNA-seq, ATP and MMP, reduces ROS and partly prevent telomere shortening of *UBQLN1*^–/–^ cells following continuous cultivation.

Additionally, we cultured ESCs under hypoxia (5% O_2_) and compared with conventional 20% O_2_ culture conditions. 

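For the oxygen experiment, 2 libraries of KO cells at 5% O2 were compared with the 2 libraries of KO cells at 20% O2. The libraries at 5% O2 held 41639350 and 32759193 counts. The text gives 24 h of culture and Fig. 3A gives 10 passages. WT cells at 5% O2 were not analysed here, so whether a response differed between genotypes was not tested.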

Analysis of the cell cultures for 24 h by RNA-seq showed that the transcriptome differed under the two culture conditions. 

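At 5% O2, 129 genes were higher and 192 were lower in KO by an absolute log2 fold change over 1 and an unadjusted p under 0.05. By adjusted p, 586 genes were higher and 657 were lower. Removing the trend on length and GC content, chosen after seeing the data, moved the second pair most towards increases, to 270 higher and 56 lower genes, so that the share of higher genes went from 47.1% to 82.8%. DDIT4 rose from 17.4 ± 0.0861 to 188 ± 2.02 CPM (SD, n = 2 each). RIMKLA, SLC16A3 and PDK1 had log2 fold changes of 3.28, 3.07 and 3.04. RRN3, also among the 5 largest increases, and all 5 of the largest decreases (NAPRT, INTS3, FAM189B, LSM14A and SYNRG) had copies on alternate-locus scaffolds of hg38 and are uncertain.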

Notably, the up-regulated genes in *UBQLN1*^–/–^ cells cultured under low versus normal O_2_ concentration were enriched in “glycolytic process” as well as “response to hypoxia” (Fig. 3F). 

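All 32 genes of a list of targets of hypoxia-inducible factors had a positive log2 fold change at 5% O2, with a median of 1.41. Of these, 18 were among the 129 higher genes, against 0.259 expected (one-sided Fisher's exact test, adjusted p = 2.8e-29). All 16 glycolytic enzymes of a second list also had positive values, with a median of 0.64, and ALDOC, LDHA, PGK1 and PKM were among the higher genes, 4 against 0.13 expected (adjusted p = 1.7e-05). Both lists passed fry (adjusted p = 0.00652 and 0.00242). With each library left out in turn, the median stayed from 1.35 to 1.45 for the hypoxia list and from 0.62 to 0.69 for the glycolysis list. The paper states that the genes higher under low O2 were enriched in glycolysis and the response to hypoxia.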

Low O_2_ also improved the oxidation-reduction process weakened by the loss of *UBQLN1* (Fig. 3G). 

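All 10 genes of Fig. 3G were higher at 5% O2 than at 20% O2 in KO, and 9 passed the adjusted p over all genes. All 10 passed when adjusted over the list alone. The legend gives a fold change criterion for these genes, so they were chosen for their rise and these counts are not independent evidence of it. PGK1 had the largest change, from 541 ± 13.9 to 2200.0 ± 242 CPM (SD, n = 2 each), a log2 fold change of 2.02 (standard error 0.15, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test). PFKFB4, PFKFB3, PKM and ALDOC had log2 fold changes of 2.00, 1.77, 1.22 and 1.15. ENO1, PGAM1, HK2, TPI1 and ALDOA were under 1, at 0.92, 0.87, 0.87, 0.75 and 0.36. In KO against WT at 20% O2, none of the 10 genes passed the adjusted p over all genes. When adjusted over the list alone, 4 were lower and 1 was higher. At an unadjusted p under 0.05, 4 were lower and 2 were higher. Their median log2 fold change in KO against WT was -0.11.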

Compared to those under 20% O_2_, *UBQLN1*^–/–^ cells cultured under 5% O_2_ exhibited elevated MMP and declined levels of ROS and 8-oxoG (Fig. 3H; Fig. S5A-C). Elevated number of γH2AX co-localized with telomeres in *UBQLN1*^–/–^ cells under 20% O_2_ was noticeably reduced by cultures under hypoxia (Fig. S5D). Reduced telomere damage corroborates the lower 8-oxoG levels by 5% O_2_ shown above.

Furthermore, we compared the telomere length by TRF of *UBQLN1*^–/–^ cells cultured under low O_2_ condition for 10 passages with that of the control cultures under 20% O_2_. Low O_2_ culture alleviated telomere shortening in *UBQLN1*^–/–^ cells (Fig. 3I). 

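A principal component analysis was made of the 6 analysed libraries of WT cells at 20% O2 and KO cells at 20% and 5% O2, over the 500 most variable genes in log2 CPM. PC1 held 38.6% of the variance and PC2 held 21.6%. The WT libraries were at -27.3 and -22.6 on PC1 and the KO libraries at 20% O2 were at 8.08 and 8.81. The separation was not tested, and each group held 2 libraries.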

Transcriptome of *UBQLN1*^–/–^ hESCs separated well from that of *UBQLN1*^+/+^ hESCs by Principal Components Analysis (PCA) (Fig. S5E). Transcriptome of *UBQLN1*^–/–^ cells cultured under 5% O_2_ was closer to that of *UBQLN1*^+/+^ in both first and second principal component (Fig. S5E). 

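On PC1, the KO libraries at 5% O2 were at 16.2 and 16.8, farther from WT than the KO libraries at 20% O2. The distance to WT was 1.24 ± 0.0108 times that of KO at 20% O2 (SD of the 2 libraries at 5% O2). On PC2, the ratio was 0.508 ± 0.28, with WT at 3.49 and 3.42, KO at 20% O2 at -18.6 and -16.7, and KO at 5% O2 at 10.0 and 18.4. Over all 500 genes the ratio was 1.08 ± 0.0171. The ratio on PC1 was above 1 in every setting tried. With all 8 libraries in the analysis, the ratio on PC2 was 1.36, and with each library left out in turn it ran from 0.136 to 1.53.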

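By fold change and unadjusted p, 36 genes were higher both with NAC and at 5% O2 in KO, against 4.68 expected if the sets were independent. Both comparisons use the same KO libraries, and simulations in which neither treatment did anything gave up to 33 such genes in the first kind and up to 34 in the second. By adjusted p, 499 genes were higher in both, against 139 expected if the sets were independent, an expectation that leaves out the shared KO libraries and the trend on length and GC content. The simulations gave at most 2 such genes in the first kind and 4 in the second, so the shared libraries alone do not give 499, but how much they add when both treatments act was not tested. The 577 genes higher with NAC held 6 targets of hypoxia-inducible factors, namely DDIT4, FAM162A, INSIG2, LOX, P4HA1 and PDK1, against 1.16 expected (one-sided Fisher's exact test, adjusted p = 0.00149). Over the alternatives the adjusted p of that test ran from 0.000105 to 0.00615. The same 6 are in the 36 genes, which are all among the 129 genes higher at 5% O2 with their 18 targets, so their presence among the 36 adds nothing to that test. The hypoxia list had a median log2 fold change of 0.43 with NAC, and 1 library decided that value, since the median was 0.04 without the first NAC library and 0.67 without the second. DDIT4 had 6235 counts in the first NAC library and 455 in the second, and LOX had 347 and 57. With the trend on length and GC content removed, 30 genes were higher in both, with DDIT4, LOX, PDK1 and SLC2A1 among them.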

By integrated analysis, genes up-regulated in both NAC and 5% O_2_ conditions were enriched in the pathway of hypoxia response (Fig. S5F), indicating the similar switch of metabolism pattern.

Together, 5% O_2_ cultures also reduce ROS, recover mitochondria functions and attenuate telomere shortening induced by *UBQLN1* deficiency.

### UBQLN1 prevents the ubiquitinated proteins from overloading mitochondria

To functionally investigate how UBQLN1 regulates mitochondria function, we searched for the UBQLN1-interacting proteins. We constructed the 3flag-UBQLN1 cell line (Fig. 4A). Unfortunately, we failed to see direct interactions of UBQLN1 with the mitochondria proteins such as SDHB and UQCRC2 that were reduced in *UBQLN1*^–/–^ cells shown above (Figs. 2C and D and 4B). It is possible that UBQLN1 regulates shuttling of many ubiquitinated proteins without forming a stable interaction enough with them to be recovered by co-IP. Then, we carried out Co-IP/MASS analysis (Fig. 4C), and found many UBQLN1-interacting proteins such as ARF4 and signal pathways that were upregulated, notably ribosome biogenesis and metabolisms implicated in translation and protein synthesis (Fig. 4D, E). That many of the upregulated protein following *UBQLN1* deficiency overlapped with UBQLN1-interacting proteins, such as RPS75b, MYH9, ARF4, PSMA6, EIF4A1 and RPL10, may suggest that UBQLN1 could be implicated in regulation of protein degradation for proteostasis.

**Fig. 4:**
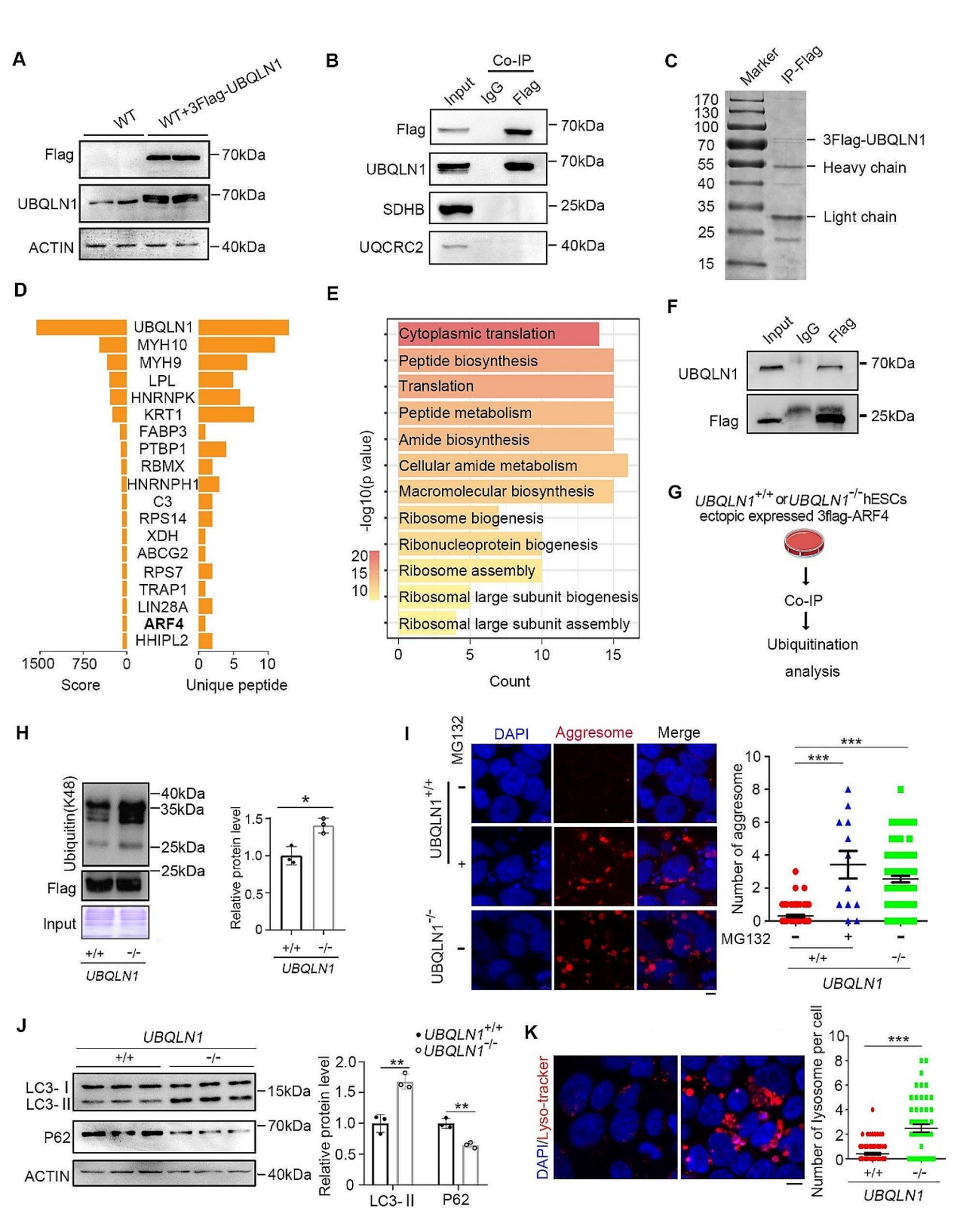
UBQLN1 maintains proteostasis **A** Identification of 3Flag-UBQLN1 cell lines for Co-IP **B** Validation by Co-IP of Non protein interaction between UBQLN1 and mitochondria component. IgG served as control **C** The Coomassie blue staining of pull-down protein sample by Flag antibody. The band of 3Flag-UBQLN1 can be seen **D** The bar plot shows UBQLN1-interaction proteins in MS/MS results, with UBQLN1 itself possessed the highest score **E** GO enrichment analysis of UBQLN1-interaction proteins **F** Validation by Co-IP of the interaction between ARF4 and UBQLN1. 3Flag-ARF4 cell line was used to pull-down the protein **G** Experimental scheme of ubiquitination analysis for ARF4 **H** Ubiquitin(k48) levels of ARF4 was analysis by western blot and quantified by image J after pull-down by flag antibody. Flag served as a loading control. Statistical significances were analyzed by t-test **I** Protein aggresome was visualized by staining and captured by confocal microscope. Right panel, quantification the number of visible aggresome per cell. Statistical significances were analyzed by t-test. Five fields were counted for each group. Scale bar = 5 μm **J** Western blot analysis of LC3 and P62 level in *UBQLN1* KO and control group. β-ACTIN served as a loading control, *n* = 3. Right panel, quantification of the grayscale, *n* = 3. Statistical significances were analyzed by t-test. The control group was set as unit 1 **K** Lysosome was visualized by staining with lyso-tracker and captured by confocal microscope. Scale bar = 5 μm. Right panel, number of visible lysosome in each cell of *UBQLN1*^–/–^ and *UBQLN1*^+/+^ cells. Statistical significances were analyzed by t-test. Five fields were counted for each group *P < 0.05; **P < 0.01; ***P < 0.001

We have identified ARF4 as an UBQLN1-interacting protein (Fig. 4F) as well as its increase in *UBQLN1*^–/–^ cells. By pull-down experiments combined ubiquitylation analysis, we observed ubiquitin modified ARF4 accumulated in *UBQLN1*^–/–^ cells (Fig. 4G and H). We also could see abundant protein aggresome accumulated in the cytoplasm of *UBQLN1*^–/–^ cells, in contrast to WT cells (Fig. 4I). Proteosome inhibitor MG132 effectively promoted the aggresome, which may serve as a positive control, further supporting proteasome degradation deficiency in *UBQLN1*^–/–^ cells. The aggresome appears to be the product of the most extreme form of protein aggregation that is observed in cells whose proteasome function is chronically blocked [65]. When the “Garbage proteins” failed to be degraded by proteasome and reside largely in cytoplasm, many of them can be carried to mitochondria [66] and lead to mitophagy as well as elevated ROS [67]. Furthermore, increased mitophagy as shown by marker LC3-II (reflecting autophagic activity) and decreased P62 protein was detected in *UBQLN1*^–/–^ cells, compared to WT cells (Fig. 4J), coincident with more emerging lysosomes (Fig. 4K). These data show that UBQLN1 is required to clear the ubiquitinated proteins and maintain functional mitochondria.

By further analysis of the proteome data, the upregulated proteins in *UBQLN1*^–/–^ cells showed the enrichment in autophagy and ubiquitin-mediated proteolysis by GO and KEGG analysis (Fig. S6A, B). It is likely that *UBQLN1* deficiency compromises protein degradation in proteasome by abrogating ubiquitin-proteasome system, consistent with UBQLN1’s function as a shuttle to carry ubiquitin modified protein to proteasome followed by degradation. In addition to the ubiquitin associated activity, the upregulated proteins were also enriched in multiple metabolisms, immune process, kinase activity as well as cell cycle (Fig. S6A, B). The aberrant up-regulation of these proteins also forebodes accumulation of mass proteins with destiny to degradation in *UBQLN1*^–/–^ cells. Lysine-48 (K48) linked polyubiquitin chains are well established as the canonical signal for proteasomal degradation [68]. Quantitative mass spectrometry analyses of intracellular ubiquitin linkages support this notion, as K48-polyubiquitin linkage rapidly accumulates when cells are treated with the proteasome inhibitor MG132 [69]. To validate our hypothesis, we detected that the ubiquitin (k48) level of total protein was increased in *UBQLN1*^–/–^ cells (Fig. 5A). UBQLN1 located mainly at cytoplasm and also with some in nucleus as tagged by flag (Fig. 5B), coincided with the distribution of ubiquitin modified proteins reported in a previous report [70].

**Fig. 5:**
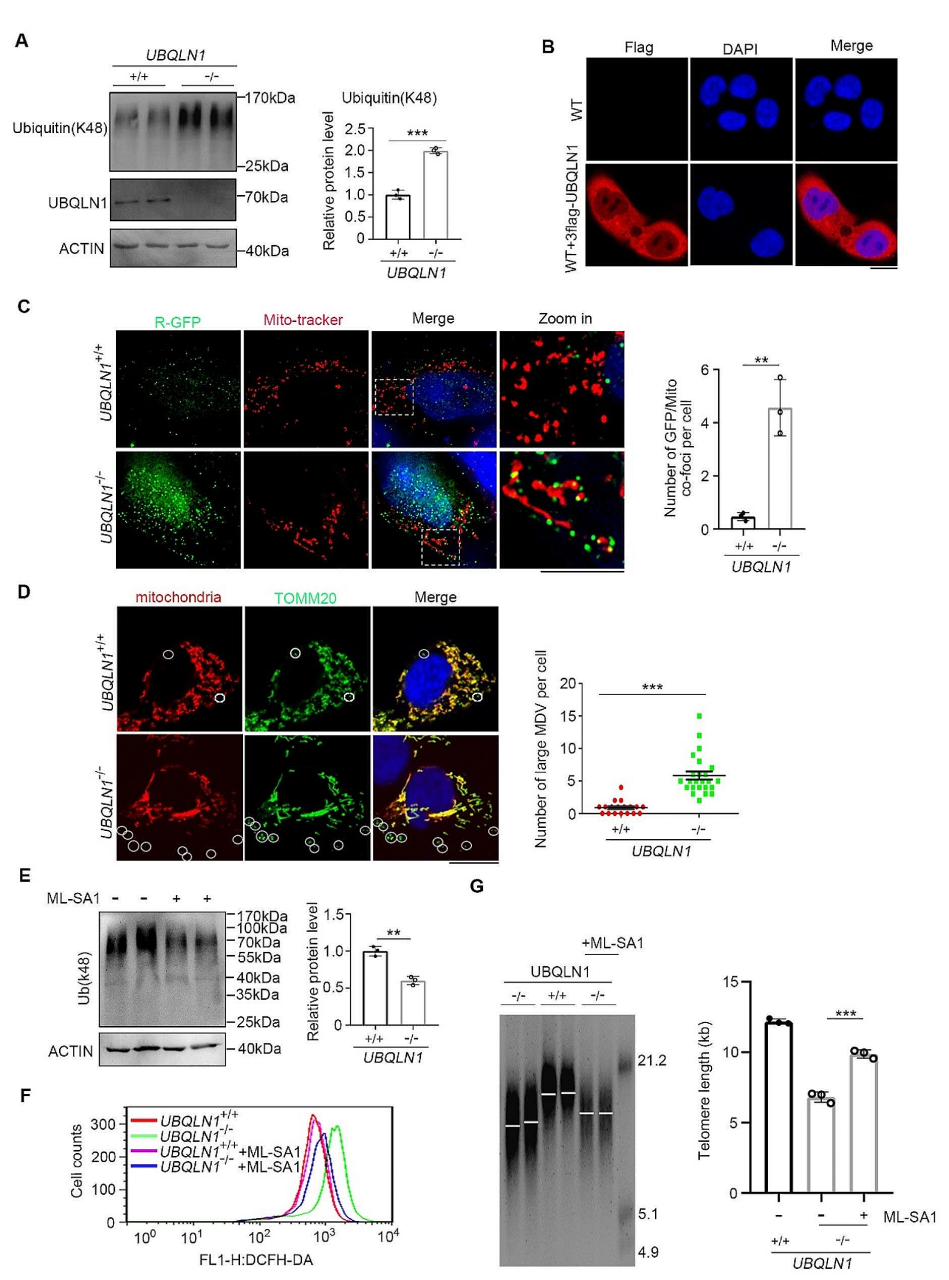
*UBQLN1* deficiency leads to ubiquitinated protein accumulation to overload mitochondria **A** Total ubiquitinated protein level in *UBQLN1*^–/–^ and control group. β-ACTIN served as a loading control. Right panel, quantification of the grayscale, *n* = 3. Statistical significances were analyzed by t-test. The control group was set as unit 1 **B** Immunofluorescence image indicate UBQLN1(Tagged by Flag) mainly locates at cytoplasm and also with some in nucleus. Scale bar = 10 μm. WT hESCs without transfection of flag tagged UBQLN1 was used as a negative control **C** Immunofluorescence analysis of Ub-R-GFP location in *UBQLN1* KO and *UBQLN1*^+/+^ hESCs. Right panel, quantification the number of GFP/Mitochondria co-foci per cell, *n* = 3. Scale bar = 10 μm. Statistical significances were analyzed by t-test. Three fields were counted for each group **D** Immunofluorescence analysis of TOMM20^+^ MDV in *UBQLN1* KO and *UBQLN1*^*+/+*^ hESCs. Right panel, quantification the number of large MDV per cell. Scale bar = 10 μm. Statistical significances were analyzed by t-test. Ten fields were counted for each group **E** Analysis of total ubiquitinated protein level after treatment of ML-SA1. Right panel, quantification of the grayscale, *n* = 3. Statistical significances were analyzed by t-test. The control group was set as unit 1 **F** Flow cytometry analysis of ROS levels in *UBQLN1*^–/–^ hESCs cultured in medium supplemented with ML-SA1 or not, respectively. Slightly reduced ROS signal can be seen in *UBQLN1*^–/–^ cells after treatment with ML-SA1 **G** Telomere length distribution shown as TRF of *UBQLN1*^+/+^ and *UBQLN1*^–/–^ cells cultured in medium supplemented with ML-SA1 for 10 passages (from passage 10 to 20) or NOT, respectively. Right panel, quantification of telomere length, *n* = 3 repeated experiments. Statistical significances were analyzed by ANOVA **P < 0.01; ***P < 0.001

To examine whether the ubiquitinated proteins are accumulated around the mitochondria, we infected Ub-R-GPF (a GFP- based reporter for ubiquitinated proteins) into *UBQLN1*^+/+^ and *UBQLN1*^–/–^ hESCs, based on the method described previously [66]. Notably, the accumulated GFP signals representative of ubiquitinated proteins supposedly with destiny to degradation were recruited near or even into mitochondria in *UBQLN1*^–/–^ cells, distinguishable from *UBQLN1*^+/+^ cells (Fig. 5C). Mitochondrial-derived vesicles (MDVs), which are enriched for the outer mitochondrial membrane (OMM) import receptor TOMM20 and cannot be stained by mitochondrial probes and lack most of respiratory chain component proteins, are implicated in diverse physiological processes—for example, mitochondrial quality control—and are linked to various neurodegenerative diseases [71]. TOMM20^+^ MDVs facilitate mitophagy in response to functional impairments [71]. In early studies, MDVs carrying matrix cargo were stimulated by mild oxidative stress and were mapped to deliver mitochondrial proteins within 1–3 h to multivesicular bodies/lysosomes for degradation, whereas mitophagy would follow at later times (after approximately 24 h) [72, 73]. We observed increased number of large TOMM20^+^ MDV in *UBQLN1*-deficient hESCs, compared with those of WT cells (Fig. 5D). Together with increased LC3-II and decreased p62, *UBQLN1* loss may lead to increased mitophagy, followed by increased ROS.

Treatment of *UBQLN1*^–/–^ cells with ML-SA1, which can activate lysosomal pathway by promoting lysosomal acidification and activity of the lysosomal enzymes [74], partly reduced accumulation of protein with ubiquitination modify (Fig. 5E) and also decreased ROS production (Fig. 6F). Notably, activation of lysosomal pathways by ML-SA1 treatment for 10 passages (from passage 10 to 20) reduced telomere shortening in *UBQLN1*^–/–^ cells during continuously passages (Fig. 5G).

**Fig. 6:**
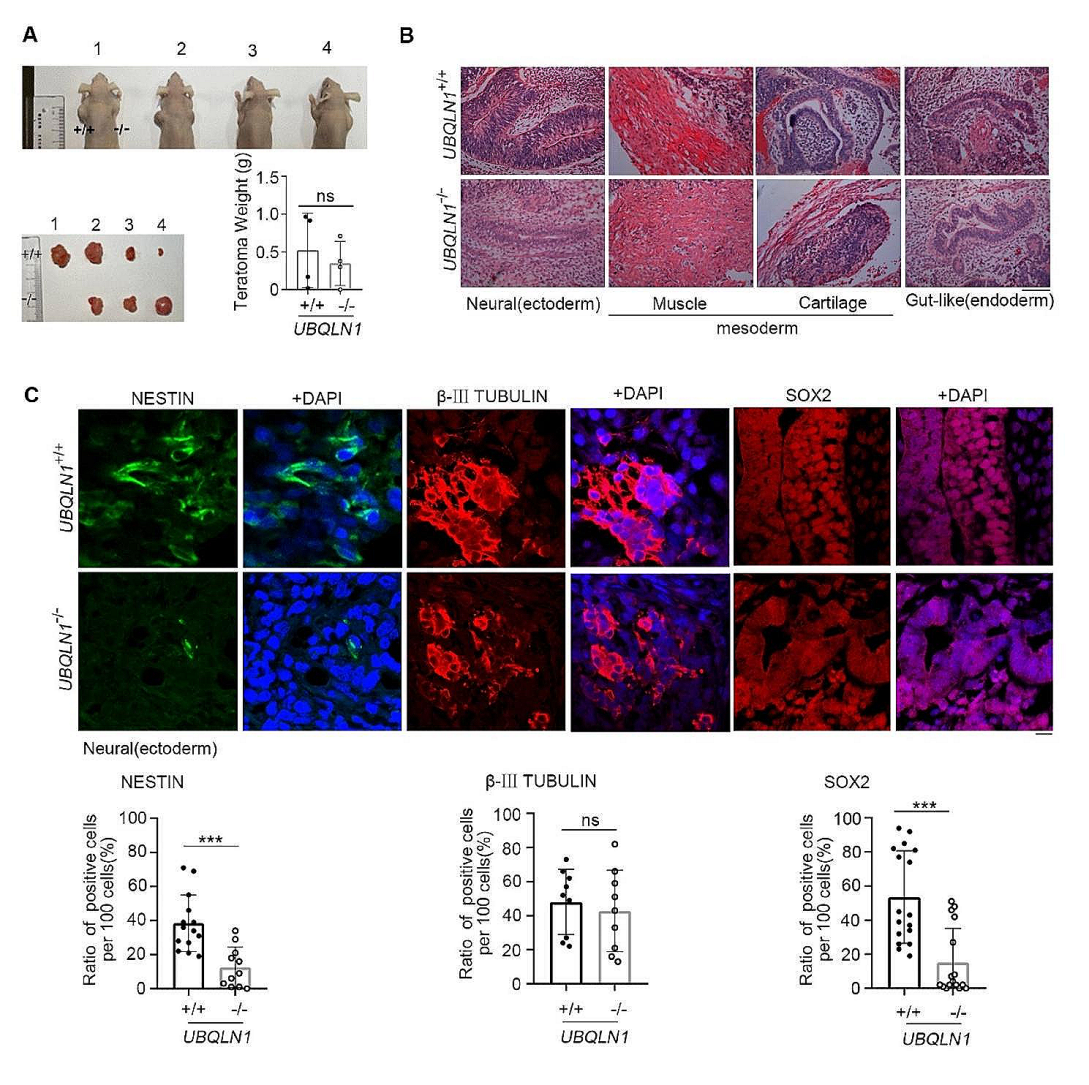
Neural differentiation defect resulting from *UBQLN1* deficiency A The teratoma formed by WT and *UBQLN1*^–/–^ cells after injection into immunodeficient nude mice. *n* = 4, Statistical significances were analyzed by t-test B H&E histology of the teratoma formed by WT and *UBQLN1*^–/–^ cells. The present picture indicates typical triple germ layer. Scale bar = 100 μm C Above: immunofluorescence analysis of neural ectoderm marker, NESTIN,β-III TUBULIN and SOX2. Bottom: Quantification of mean fluorescence intensity. Scale bar = 100 μm. Statistical significances were analyzed by t-test. Ten fields were counted for each group ***P < 0.001; ns, no significance

These results are consistent with the notion that UBQLN1 maintains mitochondrial function and telomeres by regulating proteostasis.

#### UBQLN1 mutation leads to neural differentiation defect

We performed teratoma formation experiment to test the differentiation ability after injection of WT or *UBQLN1*^–/–^ hESCs into immunodeficient nude mice. *UBQLN1*^–/–^ hESCs can form teratoma at similar size without statistical differences compared with WT hESCs (Fig. 6A), even if *UBQLN1*^–/–^ hESCs possess shortened telomere, defective protein homeostasis and dysfunctional mitochondria. However, the teratoma formed from *UBQLN1*^–/–^ hESCs displayed deficient neural differentiation as indicated by H&E staining (Fig. 6B) and reduced specific neural markers, such as NESTIN and SOX2, but not β-III TUBULIN (Fig. 6C), while the development of mesoderm and endoderm was normal (Fig. 6B). Moreover, we also compared the embryoid body (EB) formation from WT or *UBQLN1*^–/–^ hESCs. Deficient EB differentiation ability was found in *UBQLN1*^–/–^ hESCs as to both the size and number (Fig. S7A). Furthermore, we also found reduced expression of neuronal marker SOX2 (Fig. S7C) but not β-III TUBULIN (Fig. S7B) in EBs differentiated from *UBQLN1*^–/–^ hESCs compared with WT hESCs. Hence, UBQLN1 plays an important role in neuronal differentiation of hESCs. The mechanisms of how UBQLN1 regulate neuronal differentiation could be complex and remains to be investigated in the future. Yet, our initial results based on *UBQLN1*^–/–^ hESCs may provide a useful model to investigate the role of UBQLN1 in neurogenesis. This result may also partly explain the consequences of *UBQLN1* mutation in the pathogenesis of neuron degenerative Alzheimer’s and Parkinson’s diseases.

## Discussion

Our work firstly uncovers the ability of UBQLN1 in maintaining telomere and links the UBQLN1 involved ubiquitin proteasome system to mitochondria function as well as telomere stability in human ESC model. Artificial stress to the mitochondria that disrupts mitochondria functions has been shown to shorten telomeres by oxidative damage [31, 75]. Hence, dysfunctional telomeres and mitochondria are the main actors of a vicious circle reducing cell fitness and promoting cellular aging [58]. Here we reveal UBQLN1 as an important physiological regulator linking mitochondria and telomere communication. Based on our results, either NAC or 5% O_2_ cultures reduces ROS, recovers mitochondria functions, and attenuates telomere shortening induced by *UBQLN1* deficiency. Yet, we recognize that telomere length was not recovered to that of WT cells, suggesting that additional role of *UBQLN1* in regulating telomere maintenance other than the damage produced by mitochondria oxidative stress.

We show that UBQLN1 plays important role in effective clearance of misfolded protein species and maintains proteostasis balance. UBQLN1 deficiency results in defective clearance and thus proteome imbalance, which in turn, causes defective mitochondria function and telomere damage and attrition. Our results are consistent with previous studies demonstrating that UBQLN1 binds to a variety of mitochondrial transmembrane proteins and is important for eliminating mislocalized mitochondrial proteins by proteasomal degradation, which is essential for the maintenance of mitochondria function [9, 10]. However, in these systems, loss of *UBQLN1* leads to cytosolic accumulation of mitochondrial proteins, which seems to be contradictory to our MASS result. Firstly, they analyzed cytosolic protein distinguished from mitochondria organelle but we used the total proteins for analysis (containing proteins locate in mitochondria) after *UBQLN1* knockout. Secondly, they used transient *UBQLN1* deletion cell line after 48 h of culture with doxycycline. Nevertheless, we obtained stable *UBQLN1* deficient cell line. We postulated that at the first step, *UBQLN1* deficiency leads to accumulation of mitochondrial protein (just as other proteins) in cytoplasm and subsequent mitochondria dysfunction. Disrupted mitochondria homeostasis leads to increased mitophagy and finally causes the reduced mitochondria components. Reasonable explanation for decrease of mitochondria components in *UBQLN1*^−/−^ cells in our experimental conditions is the increase of mitophagy, as supported by elevated mitophagy marker, LC3-II as well as reduced P62 (Fig. 4I).

The ubiquitin proteasome system is involved in the pathogenesis of various types of cancers and neurodegenerative diseases. Mutations in *UBQLN1* are associated with motor neuron diseases such as Alzheimer’s disease [12]. These mutations are thought to be pathogenic in part due to the accumulation of ubiquitinated protein aggregates and defects in proteasomal degradation [76]. In mice, Ubquilin-1 protects them from oxidative stress and ischemic stroke-caused neuronal injury through facilitating removal of damaged proteins [77, 78]. Impaired mitochondrial biogenesis also contributes to mitochondrial dysfunction in Alzheimer’s Disease [79]. We found that deficiency of *UBQLN1* in hESCs leads to impaired ubiquitin-proteasome system mediated protein degradation and dysfunctional mitochondria as well as elevated ROS level. We show that NAC boosts mitochondria biogenesis and attenuates telomere shortening in *UBQLN1*-deficient cells. NAC can inhibit mTOR signaling pathway, involved in hyperactive metabolisms [80]. Notably, NAC has been ascribed as a potential therapeutic intervention to ameliorate Alzheimer’s disease [81–83].

Mitochondria dysfunction in *UBQLN1*-deficient cells leads to an increase in mitophagy, which eliminates defective mitochondria via lysosomes [84], so the lysosomal activity increases at this time; On the other hand, intracellular protein accumulation itself can activate the lysosomal pathway, at least in our proteomics results, the autophagy pathway rises, but this stressful activation of the lysosomal pathway cannot remove all accumulated proteins. Likewise, MG132 treated cells also exhibit an increase in autophagy, but the protein accumulation is still present [85], suggesting that protein-level autophagy activation cannot clear all the proteins accumulated due to damaged ubiquitin-proteasome pathway. In consistency, lysosomal enzymes (increasing lysosomal acidity and thus improving enzyme activity) activated through ML-SA1 promote clearing part of the accumulated protein, alleviating the mitochondrial dysfunction caused by protein aggregates, and thus reducing telomere damage.

In addition to the already known roles of UBQLN1 in neurodegenerative disorder, our results probably predict the potential roles of UBQLN1 in neurogenesis. The exact underlying mechanism requires further exploration.

## Conclusions

In conclusion, UBQLN1 functions to scavenge ubiquitinated proteins, preventing their overloading mitochondria and elevated mitophagy as well as excessive ROS. UBQLN1 maintains mitochondria and telomeres by regulating proteostasis and plays critical role in neuro-ectoderm differentiation.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The accession number for all the RNA sequencing data reported in this paper is NCBI GEO: GSE213094 (token: wlgluekaxvszxkn). The raw data of LC-MASS have been submitted to PRIDE under accession number PXD036634; The raw data of quantitative proteomic MASS have been submitted to PRIDE under accession number PXD036642.

How the deposited data were processed for this re-analysis (not part of the article)

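RNA-sequencing libraries of WA26 hESCs with and without UBQLN1 were measured in 4 groups of 2 libraries: WT and KO cells at 20% O2, KO cells at 5% O2 and KO cells with NAC. The authors trimmed the reads with trim-galore, aligned them to hg38 with hisat2 and counted reads per gene with featureCounts at default settings, and called genes with DESeq2. The deposited values are raw counts per gene without normalization. The annotation used for counting is not named in the paper's text. By default, featureCounts ignores strand and leaves out reads that match several places or overlapping genes, so overlapping, antisense and duplicated genes can lose or gain reads. The labels describe 12 samples and 8 libraries were analysed. The 4 WT libraries with NAC or at 5% O2 were not analysed here, so the planned comparisons within WT, the interactions and the genotype comparison across culture conditions were not run, and the planned fit of all libraries covered 8. Mitochondrially encoded genes were not analysed here. The genomic sites of the guide sequences are not reported here.

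From the counts, genes were filtered with edgeR's filterByExpr (minimum count 10), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with one term per group and no block. Adjusted p-values are by Benjamini-Hochberg over the 15916 tested genes. Calls were made by the paper's criteria (absolute log2 fold change over 1, unadjusted p under 0.05) and by adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Library totals ran from 31236968 to 41639350 counts, and the biological coefficient of variation was 13.7%. With 2 libraries per group the precision is limited, and whether more depth would improve it was not tested.

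Gene lists were tested with camera (preset correlation 0.01) in limma 3.58.1, with an estimated correlation and fry as alternatives, and adjusted over all lists and comparisons. The lists were the genes printed in Fig. 2D, 3D and 3G and lists written before the data were examined for the respiratory chain, glycolysis, targets of hypoxia-inducible factors, cadherins, spinal cord, antioxidant genes, ribosomal proteins, the proteasome and the integrated stress response. The last had median log2 fold changes of -0.19 in KO, 0.02 with NAC and 0.11 at 5% O2. The cadherin, ribosomal protein and proteasome lists were set by a rule rather than written by hand. Named genes are those the paper names and, for each comparison, the 5 largest changes in each direction among genes with an adjusted p under 0.05, an average of at least 1 log2 CPM, and both libraries of one group above both of the other. The principal component analysis used log2 CPM with a prior count of 2.

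The alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper quartile normalization, 2 other filters, a replicate block, a replicate block within genotype, a fit of only the libraries compared, a stricter call, leaving out each library, and other settings of the principal component analysis, recovery and overlap. Added after seeing the data were the removal of a smooth trend on transcript length and GC content (mgcv 1.9.3), the removal of genes with at least 10% of their transcript's 31-base words on alternate-locus scaffolds, a centred coding of the block within genotype, the recovery of genes higher in KO, and a second kind of simulation for recovery. The limit of 10% was set after the shares of some genes had been seen. Transcript lengths and GC content were known for 97.3% of tested genes.

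The computations were tested on simulated counts with 200 changed genes, of which 198 were recovered, and 17 of the unchanged genes were called among 15693 tested. With a simulated length and GC trend, 3664 unchanged genes were called without the correction and 12 with it, among 15687 tested.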

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

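The tests of WT cells in the KO libraries and of sequencing depth in the first NAC library, and the second calculation over the fibroblast list, were chosen after the results were seen. Each pattern here appears in genes that the paper does not discuss.

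A stretch of chromosome X was lower in KO. Of 71 tested genes that start from 100 to 110 Mb, 14 were lower by adjusted p, out of 99 such genes in all (Fisher's exact p = 9.0e-18, exact and one-sided), and 2 were higher. The window is one of a grid in steps of 10 Mb, and its limits are not those of the stretch. All 14 start at position 105821786 (NRK) or beyond, and in the next window, from 110 to 120 Mb, 4 of 40 genes were lower (adjusted p = 0.0316), namely TMEM164, AMMECR1, LRCH2 and LOC100126447. The median log2 fold change of the 14 was -1.33, and all 14 were below both WT libraries in the KO libraries at 20% O2, at 5% O2 and with NAC. After the trend on length and GC content was removed, 15 genes of the window were lower, which argues against that trend as the cause. None of the 14 had copies on alternate-locus scaffolds. Not every gene of the stretch was lower. VSIG1, which starts at 108018879 between the lowered TEX13B and PSMD10, was higher in KO, with 0 counts in both WT libraries. RADX, which starts at 106611978, had a log2 fold change of 0.07. Between AMMECR1 and LRCH2, no tested gene was lower by adjusted p. A change of the region in the KO cells, such as a loss or a silenced domain, may explain the pattern and was not tested, since the counts hold no DNA data and clones were not told apart.

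A set of 6 genes was on in KO and at or under 3 counts in both WT libraries, namely TRIM4, ZNF723, SP5, WASH8P, CCDC125 and VSIG1 (chosen after their values were seen). All 6 were above both WT libraries in all 4 KO libraries of the other culture conditions, which argues against the state of one culture at harvest. WASH8P, CCDC125, ZNF723 and VSIG1 have 85.4%, 90.9%, 19.2% and 11.3% of their transcript's words on alternate-locus scaffolds, so their counts are uncertain. A stable difference between the cultures, by the knockout or by clonal history, may explain the others, and these were not told apart.

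The first NAC library held genes that the other libraries lacked. DCN had 1809 counts, PRRX1 403, MMP1 304 and LUM 148 in that library, and 0 in each of the other 7. These are the 4 genes with at least 100 counts there and at the floor elsewhere, and no other library had such genes. Depth does not explain genes that are absent from libraries of similar size. Fibroblast-like cells in that library may be a source. A list of 25 fibroblast genes was written before their values were examined. COL6A3, PDGFRB, IGFBP5, CTSK, VIM and CD44 were left out of it, because their values had been seen, while DCN, PRRX1 and LUM are in it. A median log2 ratio of the first to the second NAC library above 1 was set as the level such cells would need. The first calculation, over the 19 genes of the list that passed the count filter, gave 0.58, under that level. Because the filter drops genes seen in a single library, the median over all 25 genes was then calculated, after the first value and the counts had been seen, and was 1.12. The outcome rests on a choice made after the values were known, so the test leaves the explanation open. Of the list, 21 genes were higher in the first NAC library and 14 were over 2-fold higher, and 19 passed the count filter across the hESC libraries. Of the members with at least 100 counts in every library, most were higher after scaling, with log2 ratios of 2.31 for FBN1, 1.72 for COL1A1, 1.12 for COL1A2, 1.00 for COL6A2, 0.79 for TAGLN, 0.58 for TIMP3, 0.48 for MMP2, 0.35 for SPARC, 0.28 for COL6A1, 0.25 for THY1 and 0.056 for FN1. The others were lower, with -0.23 for COL5A2, -0.26 for THBS2, -0.66 for COL5A1 and -0.67 for LOXL1. Members with under 100 counts in some library were all higher in the first NAC library. Among these, COL3A1 had 1114 counts in the first and 0 in the second, and FAP had 86 and 0. PDGFRA had 384 and 76, and TWIST1 had 52 and 2. These values go with fibroblast-like cells, but they were picked after being seen. A list of pluripotency genes had a median of -0.01 and a list of neural progenitor genes -0.06 over all members, with -0.73 over the 9 that passed the filter. The origin of these transcripts was not analysed here.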

How the results depend on the processing

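The removal of the length and GC trend, the removal of genes with copies on alternate scaffolds, the recovery of KO-raised genes, the second kind of simulation and the centred coding of the replicate block within genotype were chosen after the results were seen, and the other alternatives were set beforehand. The cause of a change was not tested except where the construction of an alternative shows it: a filter changes which genes are tested, and a fit of only the libraries compared has fewer libraries. Not run were the comparisons that need WT cells at 5% O2 or with NAC, the 4 WT libraries as the reference of the component analysis, and any fit of all 12 samples, since those libraries were not analysed here.

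UBQLN1 remained lower in KO in every alternative and with each library left out. The hypoxia and glycolysis lists were higher at 5% O2 in every alternative, and passed every test except camera with an estimated correlation. The respiratory chain list was higher with NAC in every alternative, with the same exception. Values of lists are median log2 fold changes, and significantly higher or lower means by fold change and unadjusted p.

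With DESeq2, members of the Fig. 3D list among higher genes with NAC went from 5 to 4, now past the test. In this setting, the number higher in KO against WT by adjusted p went from 213 to 530, the number lower in KO against WT by adjusted p went from 99 to 302, the number higher at 5% O2 by adjusted p went from 586 to 1075 and the number lower at 5% O2 by adjusted p went from 657 to 1035. There, the percent of KO-lowered genes above KO with NAC went from 72.0 to 73.8, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 13.9 and the percent of KO-raised genes significantly lower at 5% O2 went from 13.6 to 11.1.

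With RLE normalization, the glycolysis list with NAC went from 0.015 to -0.014 and the stress response list with NAC went from 0.021 to -0.0081, a change of sign. The median of all genes with NAC went from 0.023 to -0.0059, as far as these lists, so the change of sign follows the scaling. With this choice, the glycolysis list in KO against WT stood at -0.10, now past the test. In that setting, the percent of KO-lowered genes above KO with NAC went from 72.0 to 69.7.

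With upper quartile normalization, the glycolysis list with NAC went from 0.015 to -0.00097, a change of sign. The median of all genes went from 0.023 to 0.0073 with NAC and from -0.0024 to -0.029 in KO against WT, as far as the lists, so these changes follow the scaling. Here, the glycolysis list in KO against WT went from -0.10 to -0.13 and members of the Fig. 3D list among higher genes with NAC stood at 5, now past the test. With the same change, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 12.1 and the median log2 fold change of chromosome X genes went from -0.064 to -0.090.

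Without a filter beyond 1 count in any library, the spinal cord list at 5% O2 went from -0.21 to 0, no longer below 0. Under this choice, the glycolysis list in KO against WT went from -0.10 to -0.098, the stress response list at 5% O2 went from 0.11 to 0.12, members of the Fig. 3D list among higher genes with NAC stood at 5 and members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. The number higher in KO against WT by adjusted p went from 213 to 782, the number lower in KO against WT by adjusted p went from 99 to 470, the number higher at 5% O2 by adjusted p went from 586 to 1039 and the number lower at 5% O2 by adjusted p went from 657 to 1181. In this setting, the percent of KO-lowered genes above KO with NAC went from 72.0 to 74.4, the percent of KO-lowered genes significantly higher with NAC went from 22.8 to 28.1, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 17.4 and genes higher with NAC and at 5% O2 in KO went from 36 to 60.

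With at least 10 counts in every library, members of the Fig. 3D list among higher genes with NAC stood at 5 and members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. There, the number higher in KO against WT by fold change and unadjusted p went from 177 to 103, the number lower in KO against WT by fold change and unadjusted p went from 232 to 130, the number lower at 5% O2 by fold change and unadjusted p went from 192 to 110 and the percent of KO-lowered genes above KO with NAC went from 72.0 to 66.9. With this choice, the percent of KO-lowered genes above KO at 5% O2 went from 71.6 to 66.9, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 7.69 and the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 74.8.

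Fitted on only the libraries compared, the glycolysis list with NAC went from 0.015 to -0.0071 and the stress response list with NAC went from 0.021 to -0.0011, a change of sign, while the median of all genes with NAC went from 0.023 to 0.0045. In that setting, the Fig. 3G list in KO against WT went from -0.11 to -0.10, the glycolysis list in KO against WT went from -0.10 to -0.098, the stress response list at 5% O2 went from 0.11 to 0.10 and members of the Fig. 3D list among higher genes with NAC stood at 5, now past the test. Here, members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. With the same change, the number higher in KO against WT by adjusted p went from 213 to 738, the number lower in KO against WT by adjusted p went from 99 to 386, the number higher at 5% O2 by adjusted p went from 586 to 1466 and the number lower at 5% O2 by adjusted p went from 657 to 1543. Under this choice, the percent of KO-lowered genes above KO with NAC went from 72.0 to 67.7, the percent of KO-lowered genes significantly higher with NAC went from 22.8 to 16.2, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 8.30 and the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 81.2. The percent of KO-raised genes significantly lower at 5% O2 went from 13.6 to 17.8.

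With genes chosen by adjusted p, the percent of KO-lowered genes above KO with NAC went from 72.0 to 61.6, the percent of KO-lowered genes significantly higher with NAC went from 22.8 to 11.1, the percent of KO-raised genes below KO with NAC went from 74.6 to 88.7 and the percent of KO-raised genes significantly lower with NAC went from 17.5 to 41.8. In this setting, the percent of KO-lowered genes above KO at 5% O2 went from 71.6 to 65.7, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 3.03, the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 86.9 and the percent of KO-raised genes significantly lower at 5% O2 went from 13.6 to 0.939. There, genes higher with NAC and at 5% O2 in KO went from 36 to 499. With an adjusted p in place of the unadjusted p beside the fold change, members of the spinal cord list among higher genes in KO against WT went from 4 to 1, no longer past the test. With this choice, members of the Fig. 3D list among higher genes with NAC stood at 5 and members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. In that setting, the number higher in KO against WT by fold change and unadjusted p went from 177 to 42, the number lower in KO against WT by fold change and unadjusted p went from 232 to 56, the number higher at 5% O2 by fold change and unadjusted p went from 129 to 64 and the number lower at 5% O2 by fold change and unadjusted p went from 192 to 41.

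In the component analysis of all 8 libraries, the distance ratio on PC1 went from 1.24 to 1.12 and the distance ratio on PC2 went from 0.508 to 1.36. In the component analysis of all tested genes, the distance ratio on PC1 went from 1.24 to 1.50. In the component analysis with genes scaled to unit variance, the distance ratio on PC1 went from 1.24 to 1.49 and the distance ratio over all genes of the component analysis went from 1.08 to 1.11. In the component analysis after a variance stabilizing transformation, the distance ratio on PC1 went from 1.24 to 2.05, the distance ratio on PC2 went from 0.508 to 0.0264 and the distance ratio over all genes of the component analysis went from 1.08 to 1.17.

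With one KO library for the genotype and the other for the treatment, in both assignments, the percent of KO-lowered genes above KO with NAC went from 72.0 to 60.6 and 59.2, the percent of KO-raised genes below KO with NAC went from 74.6 to 64.6 and 61.4, the percent of KO-lowered genes above KO at 5% O2 went from 71.6 to 53.2 and 56.6, the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 60.8 and 60. No library then stands in both comparisons. The genes were also chosen otherwise, by fold change and an average of at least 1 log2 CPM without a p-value, so these changes mix both steps.

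Removing the length and GC trend, chosen after seeing the data, gave other values. Here, the cadherin list with NAC went from -0.15 to 0.077, the cadherin list at 5% O2 went from -0.15 to 0.022, ARF4 in KO against WT went from -0.14 to 0.031 and MAP1LC3B in KO against WT went from -0.021 to 0.082, a change of sign. With the same change, PSMA6 in KO against WT went from -0.15 to 0.0064, ATP5PF with NAC went from 0.67 to -0.073, ATP5MG with NAC went from 0.77 to -0.11 and ATP5F1E with NAC went from 0.035 to -0.47, a change of sign. Under this choice, TMEM126B with NAC went from 0.86 to -0.18, a change of sign. The antioxidant list in KO against WT went from -0.10 to -0.027, the proteasome list in KO against WT went from -0.13 to -0.038, the antioxidant list with NAC went from 0.33 to 0.21 and the spinal cord list at 5% O2 went from -0.21 to -0.031, no longer past the test. In this setting, the antioxidant list at 5% O2 went from 0.14 to 0.064, no longer past the test. There, the Fig. 3G list with NAC went from 0.23 to 0.34 and the stress response list at 5% O2 went from 0.11 to 0.14, now past the test. With this choice, the number higher in KO against WT by adjusted p went from 213 to 97, the number higher with NAC by fold change and unadjusted p went from 577 to 272, the number lower with NAC by fold change and unadjusted p went from 858 to 312 and the number higher with NAC by adjusted p went from 3785 to 2394. In that setting, the number lower with NAC by adjusted p went from 3315 to 1667, the number higher at 5% O2 by adjusted p went from 586 to 270, the number lower at 5% O2 by adjusted p went from 657 to 56 and the distance ratio on PC1 went from 1.24 to 1.21. Here, the percent of KO-lowered genes above KO with NAC went from 72.0 to 71.4, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 11.9, the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 73.7 and the median log2 fold change of chromosome X genes went from -0.064 to -0.040. By adjusted p, the share of higher genes among those that passed went from 68.3% to 49.0% in KO against WT, and 177 of the 198 genes had also passed without the correction. At 5% O2, 239 of 326 had.

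Leaving out genes copied on alternate scaffolds, chosen after seeing the data, also moved values. With the same change, the glycolysis list in KO against WT stood at -0.10 and members of the Fig. 3D list among higher genes with NAC went from 5 to 6, now past the test. Under this choice, the number higher in KO against WT by adjusted p went from 213 to 326, the distance ratio on PC1 went from 1.24 to 1.26, the distance ratio over all genes of the component analysis went from 1.08 to 1.10 and the percent of KO-lowered genes above KO with NAC went from 72.0 to 71.6. The percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 9.13, the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 74 and the percent of KO-raised genes significantly lower at 5% O2 went from 13.6 to 9.33.

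A list's median does not depend on its test. With the correlation estimated from the data, no camera call was left, and the lowest adjusted p was 0.0539. The lists that had passed follow, with their medians. In KO against WT, these were the Fig. 3D list (-0.24), the Fig. 2D list (-0.22), the respiratory chain list (-0.20), the cadherin list (0.29), the spinal cord list (0.50), the antioxidant list (-0.10), the ribosomal list (-0.21), the proteasome list (-0.13), the stress response list (-0.19). With NAC, these were the Fig. 3D list (0.81), the Fig. 2D list (0.71), the respiratory chain list (0.69), the hypoxia list (0.43), the spinal cord list (-1.02), the antioxidant list (0.33), the ribosomal list (0.65), the proteasome list (0.66). At 5% O2, these were the Fig. 3D list (0.31), the Fig. 3G list (1.04), the Fig. 2D list (0.25), the respiratory chain list (0.27), the glycolysis list (0.64), the hypoxia list (1.41), the spinal cord list (-0.21), the antioxidant list (0.14), the ribosomal list (0.32), the proteasome list (0.21). Under fry, the cadherin list in KO against WT (0.29), the ribosomal list in KO against WT (-0.21), the stress response list in KO against WT (-0.19), the hypoxia list with NAC (0.43), the spinal cord list at 5% O2 (-0.21) did not pass, and the other calls held.

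The groups share replicate numbers. The correlation of same-numbered libraries' deviations from their group means ran from -0.02 to 0.08 over 6 pairs of groups. No pairing was thus seen across all tested genes. Such a correlation could miss a difference shared by few genes, so it cannot exclude that same-numbered libraries come from the same clone. With the replicate block, the glycolysis list in KO against WT went from -0.10 to -0.099, members of the Fig. 3D list among higher genes with NAC went from 5 to 6 and members of the respiratory chain list among higher genes with NAC went from 6 to 7, now past the test. In this setting, the percent of KO-raised genes below KO at 5% O2 went from 77.4 to 78.7. With the replicate block within genotype, as first coded, where the group terms stand for the first replicate, the hypoxia list in KO against WT went from -0.066 to 0.032, POU5F1 in KO against WT went from -0.23 to 0.14 and SQSTM1 in KO against WT went from 0.055 to -0.038, a change of sign. There, the antioxidant list in KO against WT went from -0.10 to -0.089, no longer past the test. With this choice, members of the Fig. 3D list among higher genes with NAC stood at 5 and members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. In that setting, the number higher in KO against WT by adjusted p went from 213 to 30, the number lower in KO against WT by adjusted p went from 99 to 42, the percent of KO-lowered genes above KO with NAC went from 72.0 to 65.8 and the percent of KO-lowered genes significantly higher with NAC went from 22.8 to 15.2. Here, the percent of KO-lowered genes above KO at 5% O2 went from 71.6 to 66.5, the percent of KO-lowered genes significantly higher at 5% O2 went from 11.2 to 7.59, the percent of KO-raised genes significantly lower at 5% O2 went from 13.6 to 9.35 and the median log2 fold change of chromosome X genes went from -0.064 to -0.054. With the replicate block within genotype in a centred coding, chosen after seeing the first result, the glycolysis list in KO against WT went from -0.10 to -0.099, members of the Fig. 3D list among higher genes with NAC stood at 5 and members of the respiratory chain list among higher genes with NAC stood at 6, now past the test. With the same change, the median log2 fold change of chromosome X genes went from -0.064 to -0.054. The share of higher genes among those that passed the adjusted p in KO against WT was 41.7% of 72 in the first coding and 65.3% of 268 in the centred coding, against 68.3% of 312 without a block.

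With each library left out in turn, an arm was left with 1 library and no test was run. The lowest and highest values were as follows. The antioxidant list at 5% O2 ran from 0.11 to 0.17, the antioxidant list in KO against WT ran from -0.10 to -0.061 (without the first WT library), the antioxidant list with NAC ran from 0.32 to 0.41 and the cadherin list at 5% O2 ran from -0.15 to -0.083 (without the first KO library). The cadherin list in KO against WT ran from 0.22 to 0.39, the cadherin list with NAC ran from -0.55 (without the second NAC library) to 0.074 (without the first NAC library), the distance ratio on PC1 ran from 1.08 to 1.35 and the distance ratio on PC2 ran from 0.136 (without the first WT library) to 1.53 (without the first 5% O2 library). The distance ratio over all genes of the component analysis ran from 0.988 to 1.19, the Fig. 2D list at 5% O2 ran from 0.21 to 0.29, the Fig. 2D list in KO against WT ran from -0.26 to -0.17 and the Fig. 2D list with NAC ran from 0.57 to 0.73. The Fig. 3D list at 5% O2 ran from 0.27 to 0.34, the Fig. 3D list in KO against WT ran from -0.30 to -0.16, the Fig. 3D list with NAC ran from 0.77 to 0.83 and the Fig. 3G list at 5% O2 ran from 1.03 to 1.04. The Fig. 3G list in KO against WT ran from -0.13 to -0.081, the Fig. 3G list with NAC ran from 0.16 to 0.28, the glycolysis list at 5% O2 ran from 0.62 to 0.69 and the glycolysis list in KO against WT ran from -0.11 to -0.048 (without the first WT library). The glycolysis list with NAC ran from -0.017 (without the first KO library) to 0.025 (without the second NAC library), the hypoxia list at 5% O2 ran from 1.35 to 1.45, the hypoxia list in KO against WT ran from -0.15 (without the second KO library) to 0.0098 (without the first KO library) and the hypoxia list with NAC ran from 0.040 (without the first NAC library) to 0.67 (without the second NAC library). The stress response list at 5% O2 ran from 0.047 (without the first KO library) to 0.13, the stress response list in KO against WT ran from -0.25 to -0.16, the stress response list with NAC ran from -0.068 (without the first NAC library) to 0.14 (without the second NAC library) and the median log2 fold change of chromosome X genes ran from -0.062 to -0.037 (without the first WT library). The respiratory chain list at 5% O2 ran from 0.25 to 0.31, the respiratory chain list in KO against WT ran from -0.25 to -0.13, the respiratory chain list with NAC ran from 0.64 to 0.72 and the proteasome list at 5% O2 ran from 0.21 to 0.23. The proteasome list in KO against WT ran from -0.13 to -0.11, the proteasome list with NAC ran from 0.56 to 0.67, the ribosomal list at 5% O2 ran from 0.26 to 0.40 and the ribosomal list in KO against WT ran from -0.28 to -0.14. The ribosomal list with NAC ran from 0.61 to 0.73, the percent of KO-lowered genes above KO at 5% O2 ran from 65.1 to 73.7, the percent of KO-lowered genes above KO with NAC ran from 66.8 to 73.7 and the percent of KO-raised genes below KO at 5% O2 ran from 72.3 to 74.0. The percent of KO-raised genes below KO with NAC ran from 66.1 to 76.8, the spinal cord list at 5% O2 ran from -0.27 to -0.16, the spinal cord list in KO against WT ran from 0.42 to 0.51 and the spinal cord list with NAC ran from -1.17 to -0.69.

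Of the single genes named, 22 kept their sign and no longer passed their test with the length and GC trend removed, beside ATP5PF, ATP5MG and TMEM126B with NAC, which no longer passed and changed sign. With DESeq2 3 no longer passed, and in the fit of only the libraries compared 1 did not. 1 gene newly passed in each of DESeq2, the fit without a filter and the fit of only the libraries compared. In the fits with a block, 2, 4 and 3 of them did not pass, in the order given. The replicates differed by a chi-square per degree of freedom of at least 9.79, so the spread between 2 libraries exceeded counting noise. Whether the number of libraries or the depth limits these results more was not tested.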

Differences from the paper's values

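The paper reports 81 genes upregulated and 128 downregulated in UBQLN1 knockout hESCs, against 177 and 232 here by the same criteria with edgeR. With at least 10 counts in every library, set before the data were examined, the counts were 103 and 130, each within 1.5 times the paper's. The replicate block within genotype, as first coded, gave 158 lower genes, also within that range, and 214 higher genes, outside it. RLE normalization (176 and 234), upper quartile normalization (169 and 248), no filter (227 and 281), the replicate block (174 and 219), only the libraries of the comparison (208 and 265), DESeq2 (153 and 202) and the stricter call (42 and 56) did not close either gap.

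The paper states that KO cells at 5% O2 were closer to WT on the first and second principal components. Here the distance on PC1 was 1.24 times that of KO cells at 20% O2, and was above 1 in every setting tried, while the ratio on PC2 was 0.508 and was above 1 with all 8 libraries (1.36) and without either library at 5% O2 (1.53 and 1.38). The legend of Fig. 3G gives a fold change of at least 2 for its genes. Here ENO1, PGAM1, HK2, TPI1 and ALDOA had log2 fold changes of 0.92, 0.87, 0.87, 0.75 and 0.36. HK2 reached 1.04 with the trend on length and GC content removed, chosen after seeing the values, and the other 4 stayed under 1 in every setting tried. The paper states that downregulated genes were enriched, with less significance, in mitochondrial function and redox by GO and GSEA. Here none of the 77 respiratory chain genes and none of the 32 antioxidant genes of the lists used was among the 232 lower genes, in any setting tried. As a whole list, without a limit on the fold change, the respiratory chain genes were lower in KO, with a median log2 fold change of -0.20 and 69 of 77 genes lower (camera with the preset correlation, adjusted p = 2.2e-10; fry, adjusted p = 0.0221). The antioxidant list had a median of -0.10 (camera adjusted p = 0.0353), and with the trend on length and GC content removed, chosen after seeing the values, -0.027 (camera adjusted p = 0.736). The gene sets of the paper's terms were not analysed here.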

Other observations

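The tests of length and GC content for the NAC calls and of WT cells in the KO libraries, the comparison of ribosomal protein genes with matched lists, and the second kind of simulation, were chosen after the results were seen. The shares of alternate-scaffold copies of several genes had been looked at before the test on such copies was run.

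Fold changes followed transcript length and GC content in all 3 comparisons. Spearman's rho across genes with length and GC content was 0.22 and 0.14 in KO against WT and -0.24 and -0.33 at 5% O2, beside the values with NAC. After the trend was removed, 4061 of 7100 NAC calls were left in number, more than the 10% set as the limit for the trend being the whole cause. With the trend removed, the median log2 fold change of the respiratory chain list was 0.32 with NAC, 0.15 at 5% O2 and -0.10 in KO. Each lay outside the central 95% of matched random lists, which argues against the trend as the whole cause, although it accounts for part of each value. Ribosomal protein genes also rose with NAC. Across them, rho of the log2 fold change with GC content was -0.27, just above the limit of -0.3 set beforehand. It has the sign that GC content predicts, so it does not count against GC content. Their median with the trend removed was 0.36, above the central 95% of matched lists, 0.089 to 0.23, which argues against length and GC content as the whole cause. A library batch shared by both NAC libraries cannot be told apart from NAC, since 0 columns of the sample labels give a batch.

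Genes lower in KO rose with NAC in 72.0% of cases and at 5% O2 in 71.6%. Both lay within the simulated ranges in which the treatment does nothing, which at 5% O2 ran from 64.3% to 74.8% in the first kind of simulation and from 66.1% to 83.3% in the second. The use of the same KO libraries in both comparisons may therefore account for part or all of these shares. With no KO library in both comparisons, the shares were lower, as given above. They were over another set of genes, chosen without a p-value, and were not set against simulations. The first kind overstated the number of genes lower in KO (median 440.5 against 232) and the second understated it (median 141). With the trend removed the shares were 71.4% and 71.8%. These hardly moved and were within the range before, so that test decides nothing about length and GC content. Genes higher in KO fell with NAC in 74.6% of cases and at 5% O2 in 77.4%, above the highest of the first kind (73.1% and 74.1%) and below the highest of the second (82.0% and 82.9%). The percent of them that were lower with NAC by fold change and unadjusted p was 17.5, above the highest of both kinds (8.33 and 15.3). At 5% O2 it was 13.6, above the highest of the first kind (7.97) and below that of the second (14.1).

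UBQLN1 counts did not vanish in KO, and 20.5% of the WT level was left. If WT cells mixed into the KO libraries were the cause, other lower genes would keep at least that share. A set of 6 genes kept from 0% to 8.76%, namely TRMT12, DNAJA4, ALX1, MAP3K13, LOC101928595 and LRRC37A11P (chosen after their values were seen). Of these, LOC101928595 was the most abundant in WT, at 33.2 CPM, and kept 7.72%, which argues against that explanation. Transcripts from the edited gene remain possible and may account for the counts, which was not tested.

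Between replicates, 42 genes of at least 2 log2 CPM differed over 4-fold. Of these, 64.3% had a copy on an alternate-locus scaffold of hg38, against 4.24% of the other genes (one-sided Fisher's exact p = 9.1e-27). Without the NAC libraries it was 24 of 26 genes. Reads shared with such scaffolds may explain these differences, and several of the largest changes in the comparisons are among these genes.

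Of genes that the paper studies as proteins, NES was higher in KO (log2 fold change 0.83, adjusted p = 0.00769 from edgeR), as was MYH9 (0.52, adjusted p = 0.0332). The paper reports less NESTIN and SOX2 in teratomas grown from KO cells, and less SOX2 in embryoid bodies. The counts here are mRNA of the cultured hESCs, so they do not test those protein results. Over the alternatives the adjusted p ran from 1.9e-14 to 0.197 for NES and from 4.9e-06 to 0.375 for MYH9, and with the trend removed MYH9 was at 0.35 (adjusted p = 0.103). POU5F1, SOX2, TERF1, TERF2, TERT, TINF2, ACD, RPA1, SQSTM1, MAP1LC3B, SDHB and UQCRC2 did not pass the adjusted p in KO against WT. SDHB passed without a filter (adjusted p = 0.0200), in the fit of only the libraries compared (0.0298) and with DESeq2 (0.0254), and the others passed in no alternative.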
